# H3K4me3 regulates RNA polymerase II promoter-proximal pause-release

**DOI:** 10.1038/s41586-023-05780-8

**Published:** 2023-03-01

**Authors:** Hua Wang, Zheng Fan, Pavel V. Shliaha, Matthew Miele, Ronald C. Hendrickson, Xuejun Jiang, Kristian Helin

**Keywords:** Epigenetics, Transcription

## Abstract

Trimethylation of histone H3 lysine 4 (H3K4me3) is associated with transcriptional start sites and has been proposed to regulate transcription initiation^1,2^. However, redundant functions of the H3K4 SET1/COMPASS methyltransferase complexes complicate the elucidation of the specific role of H3K4me3 in transcriptional regulation^3,4^. Here, using mouse embryonic stem cells as a model system, we show that acute ablation of shared subunits of the SET1/COMPASS complexes leads to a complete loss of all H3K4 methylation. Turnover of H3K4me3 occurs more rapidly than that of H3K4me1 and H3K4me2 and is dependent on KDM5 demethylases. Notably, acute loss of H3K4me3 does not have detectable effects on transcriptional initiation but leads to a widespread decrease in transcriptional output, an increase in RNA polymerase II (RNAPII) pausing and slower elongation. We show that H3K4me3 is required for the recruitment of the integrator complex subunit 11 (INTS11), which is essential for the eviction of paused RNAPII and transcriptional elongation. Thus, our study demonstrates a distinct role for H3K4me3 in transcriptional pause-release and elongation rather than transcriptional initiation.

## Abstract (web summary)

Acute loss of H3K4me3 does not have detectable effects on transcriptional initiation, but leads to a widespread decrease in transcriptional output, an increase in RNA polymerase II pausing and slower elongation

## Main

Histone modifications are closely linked to transcription regulation and are involved in processes that determine cell fate, development and disease^5,6^. Methylation of H3 lysine 4 (H3K4) is one of the most studied modifications owing to its association with gene expression and cancer^2,7^. H3K4 methylation is deposited by SET1/COMPASS complexes that contain different lysine methyltransferases and several essential subunits, including the six catalytic subunits SETD1A, SETD1B and MLL1–4. H3K4me3 is enriched at transcription start sites (TSSs) and is believed to promote transcription through the recruitment of PHD-domain-containing proteins involved in transcription initiation, such as TATA-box-binding protein associated factor 3 (TAF3)^1,8^. Moreover, H3K4me3 has been reported to counteract DNA methylation^9^ and repressive histone modifications such as H3K9me3 and H3K27me3^10,11^. Furthermore, the broad H3K4me3 domains, prominently found in preimplantation embryos^10^ and somatic cells^12^, have been proposed to ensure transcriptional consistency of essential genes to maintain cell identity.

Previous studies have addressed the roles of various components of the SET1/COMPASS complexes, such as CFP1^13^, WDR5^14^, DPY30^15^, MLL1/2^16^, MLL3/4^17^ and SETD1A/B^18^, in mammalian cells by inhibiting their expression or deleting their respective genes. However, observations of the effects on gene expression in these studies have not produced uniform results. These inconsistencies may in part be due to redundant functions of the components of the SET1/COMPASS complexes. Moreover, inadequate temporal resolution of previous knockdown or knockout studies has rendered it difficult to establish a direct role for H3K4 methylation in gene expression^19^. In this study, we determined the transcriptional effects of acute loss of H3K4me3 by targeted degradation of core components of the SET1/COMPASS complexes. Our data show that H3K4me3 has a key role in regulating RNAPII pause-release; however, notably, we did not detect a role for H3K4me3 in regulating transcription initiation.

## Models to study H3K4 methylation

To study the role of H3K4me3 in transcription, we developed model systems for the acute depletion of either DPY30 or RBBP5, two core components that have been reported to be integral and shared components of all the SET1/COMPASS family of H3K4 methyltransferase complexes, in mouse embryonic stem (mES) cell lines (Fig. 1a and Extended Data Fig. 1a,b). To do this, we generated isogenic mES cells expressing DPY30 fused to the miniAID degron tag^20^ (DPY30–mAID) or RBBP5 fused to the FKBP12(F36V) degron tag^21^ (RBBP5–FKBP) (Extended Data Fig. 1c). Auxin treatment led to undetectable levels of DPY30 within 1 h, and treatment with auxin for 24 h caused a substantial decrease in mono-, di- and trimethylation of H3K4 (Fig. 1b and Extended Data Fig. 1d). Similarly, treatment of RBBP5–FKBP cells with dTAG-13 also caused acute loss of H3K4 methylation after the depletion of RBBP5 (Fig. 1c). Thus, these results show that targeting DPY30 or RBBP5 of the SET1/COMPASS complex leads to a rapid loss of H3K4 methylation.

**Fig. 1:**
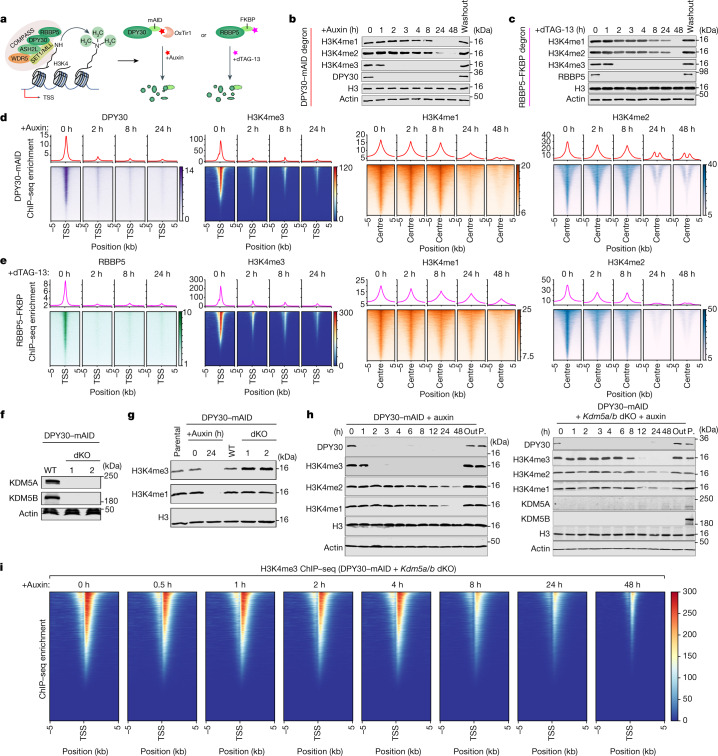
Acute depletion of SET1/COMPASS core subunits reveals rapid turnover of H3K4me3. **a**, Schematic of the degron systems for the targeted degradation of DPY30 and RBBP5. **b**,**c**, Immunoblot analysis of DPY30, RBBP5 and H3K4me1–3 levels at the indicated times after treatment with 500 nM auxin (**b**) or 500 nM dTAG-13 (**c**). Washout, degron ligand was washed out for 48 h. **d**,**e**, ChIP–seq heat maps and profiles were generated from control and auxin-treated DPY30–mAID cells (**d**) and dTAG-13-treated RBBP5–FKBP cells (**e**). For DPY30, RBBP5 and H3K4me3 ChIP–seq, the signal was plotted over the TSSs (TSS ± 5 kb) of protein-coding genes. For H3K4me1 and H3K4me2 ChIP–seq, the signal was plotted over their centre peaks (peak centre ± 5 kb), which are called from steady-state mES cells. Sites were sorted by the ChIP–seq signals at 0 h. **f**, Immunoblot analysis of KDM5A and KDM5B in DPY30–mAID cells and two independently isolated dKO cell lines. β-Actin was used as the loading control. **g**, Immunoblot analysis of H3K4me3 and H3K4me1 levels in DPY30–mAID, control and *Kdm5a/b*-dKO cells. Histone H3 was used as the loading control. **h**, Immunoblot analysis of DPY30, H3K4me1–3, KDM5A and KDM5B at the indicated times after auxin treatment. Out, degron ligand was washed out for 48 h; P, parental cells. **i**, H3K4me3 ChIP–seq heat maps in DPY30–mAID *Kdm5a/b*-dKO cells. The signal was plotted over the TSSs (TSS ± 5 kb) of protein-coding genes. Rows are sorted by decreasing ChIP–seq occupancy in the auxin 0 h cells.

Notably, H3K4me3 levels were strongly decreased within 2 h of DPY30- and RBBP5-induced degradation, whereas a substantial decrease in H3K4me1 and H3K4me2 levels was achieved only after 24 h (Fig. 1b,c). The binding of DPY30 and RBBP5 was completely lost genome-wide, as determined by chromatin immunoprecipitation with sequencing (ChIP–seq) analysis after treatment for 2 h with auxin or dTAG-13, respectively. Moreover, all three methylated forms of H3K4 were strongly decreased genome-wide after treatment for 24 h with auxin or dTAG-13 (Fig. 1d,e and Extended Data Fig. 1e–h). Consistently, H3K4me3 exhibited a global decrease on average across all TSS regions genome-wide within 2 h of auxin/dTAG-13 treatment. These effects on H3K4 methylation were further validated by analysis using ChIP with quantitative PCR (ChIP–qPCR) (Extended Data Fig. 1i–l). The loss of DPY30 and RBBP5 prevented long-term subcloning of the degron cells, whereas their acute degradation led to slower proliferation (Extended Data Fig. 2a–c).

## Rapid turnover of H3K4me3 by KDM5

The rapid loss of H3K4me3 suggests that H3K4me3 levels are dynamically regulated by histone turnover and/or active demethylation. To investigate whether the rapid turnover of H3K4me3 was due to the activities of the KDM5 H3K4me3/me2 demethylases^22^, we deleted *Kdm5a* and *Kdm5b* (*Kdm5a/b* double knockout (dKO)) in the DPY30–mAID mES cell line (DPY30–mAID *Kdm5a/b* dKO) (Fig. 1f). The deletion of the two genes did not lead to significant changes in cell proliferation and expression of pluripotent genes in the two independent isolated clones (Extended Data Fig. 2d,e). The dKO cells led to a global increase in H3K4me3 levels at steady state (Fig. 1g), consistent with previously reported data^22,23^. In contrast to in DPY30–mAID cells, in which global H3K4me3 was lost within 2 h, global H3K4me3 persisted for 8 h in dKO cells. By contrast, the turnover patterns of H3K4me1 and H3K4me2 were largely unaffected in the dKO cells (Fig. 1h). Furthermore, the *Kdm5a/b*-dKO cells showed a delayed reduction in H3K4me3 genome-wide relative to DPY30–mAID cells (Fig. 1e,i). Moreover, we found that the binding of the catalytic and non-catalytic components of the SET/COMPASS complexes was not significantly decreased after degradation of DPY30 (Extended Data Fig. 2f). These data demonstrate that the rapid turnover of H3K4me3 is dependent on KDM5A and KDM5B in mES cells.

## H3K4me3 is required for transcription

To determine the primary effects on transcription after rapid H3K4me3 removal, we measured the synthesis of newly transcribed RNAs using thiol(SH)-linked alkylation for the metabolic sequencing of RNA (SLAM-seq)^24^ in the degron cell lines (Extended Data Fig. 3a–d). 

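SLAM-seq marks newly made RNA with 4-thiouridine (4SU), a uridine analogue that, once alkylated with iodoacetamide, is read as a T>C mismatch. The libraries came from E14 mES cells, a line of the 129/Ola background, in which DPY30 carries the auxin-inducible degron (DPY30–mAID) or RBBP5 carries the tag that dTAG-13 directs to degradation (RBBP5–FKBP). Each line was sampled at 0 h, 2 h, 8 h and 24 h of ligand treatment with 3 replicates per time point, and cells were incubated with 100 µM 4SU for 60 min before RNA isolation. The authors sequenced 3′-end libraries without molecular identifiers, aligned them to the GRCm38 genome with SlamDunk and deposited 46420 annotated 3′ UTR intervals of 20177 genes, each with its number of reads and its number of T>C reads. The mean number of conversions counted per T>C read was at most 1.32 in DPY30–mAID and 1.17 in RBBP5–FKBP libraries. The counts thus include reads below the ≥2 conversions for which the methods filter, and that filter was not repeated. Between 2013350 and 2806821 reads per library were counted in DPY30–mAID cells, with a median of 2760594 at 0 h, 2434178 at 2 h, 2194540 at 8 h and 2477768 at 24 h. The range was 1721185 to 2852331 reads in RBBP5–FKBP cells, with a median of 2753787 at 0 h, 2226044 at 2 h, 1809492 at 8 h and 2146568 at 24 h. Counts were summed per gene, and T>C reads were compared with edgeR’s quasi-likelihood test in one fit per cell line. The library sizes in that fit were the total reads of the same libraries with TMM factors from total reads, because the paper also scaled to total mRNA reads, so a change shared by all genes stays visible. Genes with a mean of at least 10 T>C reads in at least 1 time point were tested, which left 6317 genes in DPY30–mAID and 4761 genes in RBBP5–FKBP cells. Downregulated genes had a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change below −1, and upregulated genes passed the same p threshold with a log2 fold change above 1. The paper used Wald tests in DESeq2 with a p below 0.05 and the same size of log2 fold change. Its figure legends name an adjusted p, whereas its main text and methods give the p threshold without naming an adjustment. Simulated counts with these library sizes, in which 200 genes were changed by 2 on the log2 scale, gave back 60.0% of the changed genes in DPY30–mAID (5933 genes tested) and 56.0% in RBBP5–FKBP cells (4318 genes tested).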

Short-term treatment with auxin and dTAG-13 (2 h and 8 h) led to a significant reduction in mRNA synthesis (Fig. 2a,b). 

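T>C reads made up 15.8% ± 0.463 (SD, n = 3) of the counted reads in DPY30–mAID cells at 0 h, 14.7% ± 0.272 (SD, n = 3) at 2 h and 9.46% ± 3.78 (SD, n = 3) at 8 h of auxin. They made up, in RBBP5–FKBP cells, 9.56% ± 0.525 (SD, n = 3) at 0 h, 7.63% ± 0.272 (SD, n = 3) at 2 h and 6.94% ± 0.410 (SD, n = 3) at 8 h of dTAG-13. In both lines and at both time points every treated library lay under every 0 h library (two-sided exact permutation test, p = 0.1 in each comparison, the smallest p that 3 libraries against 3 allow). The 8 h libraries of DPY30–mAID cells ranged from 5.51% to 13.0%.

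**Figure D1:**
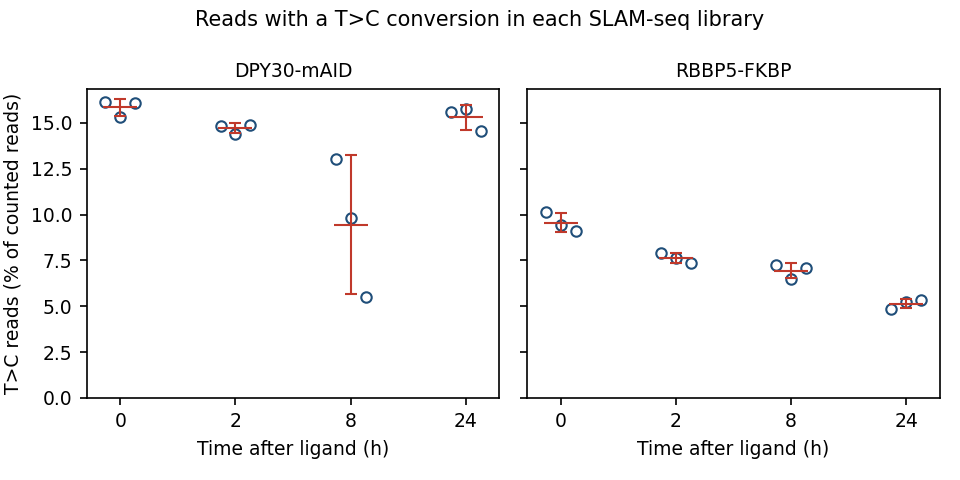
Reads with a T>C conversion as a percent of all counted reads (vertical axis) against hours of ligand treatment (horizontal axis) in DPY30–mAID and RBBP5–FKBP cells. Circles are libraries and red lines and bars are the mean ± SD of 3 replicates; the 8 h libraries of DPY30–mAID cells lie between 5.51% and 13.0%.

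The median log2 fold change over the tested genes was −0.08 at 2 h and −0.71 at 8 h in DPY30–mAID cells, where the medians of single libraries had an SD of 0.03 and 0.69 (n = 3). It was −0.33 at 2 h and −0.50 at 8 h in RBBP5–FKBP cells, with an SD of 0.06 and 0.08 between libraries (n = 3). Library medians at 2 h in DPY30–mAID cells overlapped those at 0 h (two-sided exact permutation test, p = 0.3), whereas the other 3 comparisons gave p = 0.1. At 2 h, 0 genes were downregulated in DPY30–mAID cells, against 69 at an unadjusted p, and 7 genes in RBBP5–FKBP cells, against 260 at an unadjusted p. Upregulated genes at 2 h numbered 0 in each line, against 61 in DPY30–mAID and 37 in RBBP5–FKBP cells at an unadjusted p. At 8 h, 915 genes were downregulated and 10 upregulated in DPY30–mAID cells, and 267 were downregulated and 6 upregulated in RBBP5–FKBP cells. With the replicate number as a block, the downregulated genes numbered 0 and 964 in DPY30–mAID and 7 and 254 in RBBP5–FKBP cells at 2 h and 8 h, although same-numbered libraries did not deviate together (correlation of T>C deviations −0.00441 and 0.000197). The largest shift of the 8 h count in DPY30–mAID cells came from leaving out replicate 2, with 14 downregulated genes, against 1081 without replicate 1 and 435 without replicate 3. The median log2 fold change was −0.79 without replicate 2, −1.01 without replicate 1 and −0.39 without replicate 3. Without replicate 2, 1139 genes were downregulated at an unadjusted p, so its low count does not reflect a smaller median fall. The genes that follow had the highest T>C counts at 0 h among those downregulated in both lines at 8 h with no overlap between the 8 h and 0 h libraries, and positions refer to GRCm38. Mat2a (ENSMUSG00000053907, chromosome 6 from 72432799 to 72439558, minus strand) fell from 1028 ± 29.4 to 194 ± 81.1 T>C reads in CPM (of all counted reads; SD, n = 3) in DPY30–mAID cells at 8 h, a log2 fold change of −2.41 (standard error 0.27, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 3.11e-08). Mat2a fell from 544 ± 47.4 to 146 ± 15.1 (SD, n = 3) in RBBP5–FKBP cells, and of its reads 25.4% mapped to more than 1 place. Jade1 (ENSMUSG00000025764, chromosome 3 from 41555731 to 41616864, plus strand) fell from 611 ± 73.9 to 200 ± 72.6 T>C CPM (SD, n = 3) in DPY30–mAID and from 507 ± 59.1 to 171 ± 9.78 (SD, n = 3) in RBBP5–FKBP cells, with log2 fold changes of −1.61 and −1.56. Actb changed by −1.63 and −1.12 on the log2 scale at 8 h in the 2 lines. Tuba1b and Actg1 also belong to these 5 genes, but 85.8% and 99.4% of their reads mapped to more than 1 place, so their values are uncertain. At 2 h, Jade1 (log2 fold change −0.73, adjusted p = 0.0143) and Actb (−0.70, adjusted p = 0.0294) had fallen in RBBP5–FKBP cells by the same edgeR test, and none of the 5 genes passed in DPY30–mAID cells. Without replicate 2, Jade1, Actb, Tuba1b and Actg1 no longer passed the adjusted p threshold at 8 h in DPY30–mAID cells.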

At these time points, H3K4me3 was lost, whereas there was a minimal effect on H3K4me2 and H3K4me1 levels (Fig. 1b–e). The number of downregulated genes (*P* < 0.05 and log_2_-transformed fold change < −1), as well as their magnitude of decreased expression, increased over time in both degron systems (Fig. 2a,b). 

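At 24 h, 174 genes were downregulated and 51 upregulated in DPY30–mAID cells, and 1088 were downregulated and 9 upregulated in RBBP5–FKBP cells. The median log2 fold change at 24 h was −0.14 in DPY30–mAID cells (SD of library medians 0.09, n = 3; two-sided exact permutation test, p = 0.2) and −0.91 in RBBP5–FKBP cells (SD of library medians 0.11, n = 3; two-sided exact permutation test, p = 0.1). T>C reads were 15.3% ± 0.664 (SD, n = 3) of the counted reads in DPY30–mAID cells at 24 h, which overlapped the 0 h libraries (two-sided exact permutation test, p = 0.3), and 5.13% ± 0.247 (SD, n = 3) in RBBP5–FKBP cells, under all 0 h libraries (two-sided exact permutation test, p = 0.1). The replicate block gave 173 and 1049 downregulated genes. Contrasts between time points, chosen after seeing the data, used the same test and thresholds. In DPY30–mAID cells 375 genes were lower and 2 higher at 8 h than at 2 h, whereas 59 were lower and 1017 higher at 24 h than at 8 h, with a median log2 difference of 0.56. The genes that were higher at 8 h, named here after their values were seen, were Ndrg1 and Bnip3. In RBBP5–FKBP cells 22 genes were lower and 4 higher (Klf3, Pcmtd1, Ywhag and Alg11, also named after their values were seen) at 8 h than at 2 h, and 44 were lower and 0 higher at 24 h than at 8 h, against 449 and 23 at an unadjusted p. Across the 4674 genes tested in both lines, the log2 fold changes correlated with Pearson’s r of 0.0855 at 2 h, 0.278 at 8 h and 0.175 at 24 h, and Spearman’s rho of 0.0917, 0.270 and 0.169; genes are not independent replicates. Both lines shared 140 downregulated genes at 8 h, where 47.8 would be shared by chance, and 70 at 24 h, where chance gives 34.0. Among the 1181 genes with a mean of at least 50 T>C reads, the excess was smaller, with 156 shared at 8 h against 123 by chance and 70 at 24 h against 52.4. The paper reasons that H3K4me3, and not H3K4me2 or H3K4me1, was affected at the early time points after loss of DPY30 or RBBP5, and from the lower mRNA synthesis at these times it proposes that H3K4me3 is required for transcription.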

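The earliest changes were examined in gene sets fixed beforehand, namely the mouse Reactome sets Translation, Cell Cycle and Mitochondrial translation and a list of 133 ribosome biogenesis factors. Because 0 genes were downregulated at 2 h in DPY30–mAID cells, the 69 genes downregulated at an unadjusted p were compared with 10000 random gene lists matched on the 0 h T>C count, a choice made after seeing the data. They held 1 member of Translation (0.984 expected), 2 of Cell Cycle (3.40 expected), 0 of Mitochondrial translation (0.828 expected) and 1 ribosome biogenesis factor (1.20 expected), and the two-sided empirical p, adjusted over the 4 sets, was 1 for each. With so few members expected, only a large enrichment could have passed. At the same unadjusted p 61 genes were upregulated, so the list may hold mostly noise. Of the 233 members of Translation 129 were tested. This outcome therefore does not decide whether these processes are enriched. In RBBP5–FKBP cells at 2 h the 260 genes downregulated at an unadjusted p held 4 members of Translation (7.83 expected), 14 of Cell Cycle (17.1 expected), 2 of Mitochondrial translation (2.42 expected) and 5 ribosome biogenesis factors (6.36 expected), with adjusted p between 0.741 and 1. The 7 genes that passed the adjusted threshold there held 1 member of Translation and 1 of Cell Cycle, with 0.686 and 0.740 expected. Of the ribosome biogenesis factors, 115 were tested in DPY30–mAID cells, 86.5% of the list. Their median log2 fold change at 2 h was 0.01, against −0.14 in matched lists (two-sided permutation p adjusted over 4 sets = 0.0012), and 57 of the 115 were lower than at 0 h. Against all tested genes without matching, the difference was 0.09 with an adjusted permutation p of 0.316. In each other set, and in RBBP5–FKBP cells for this list, fewer than 80% of the members had a value, so a comparison of set medians was void. By 8 h, 32 of the 115 factors had fallen in DPY30–mAID cells at an adjusted p below 0.05, or 46 with the adjustment over the list alone. In RBBP5–FKBP cells 16 of 102 had fallen, or 20 with the adjustment over the list alone. These counts use no log2 fold change threshold, so they cannot be set against the counts of downregulated genes. Promoter CpG content and H3K4me3 peak width were not analysed here.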

Notably, the earliest downregulated genes were more likely to be regulated by a CGI-rich promoter, to show higher levels and broader peaks of H3K4me3 than genes with unaltered expression, and to be involved in processes such as ribosome biogenesis, translation and cell cycle progression (Extended Data Fig. 3e–h). Taken together, as only H3K4me3 (and not H3K4me2/me1) was affected at early timepoints after acute loss of DPY30 or RBBP5, these data suggest that H3K4me3 is required for transcription.

**Fig. 2:**
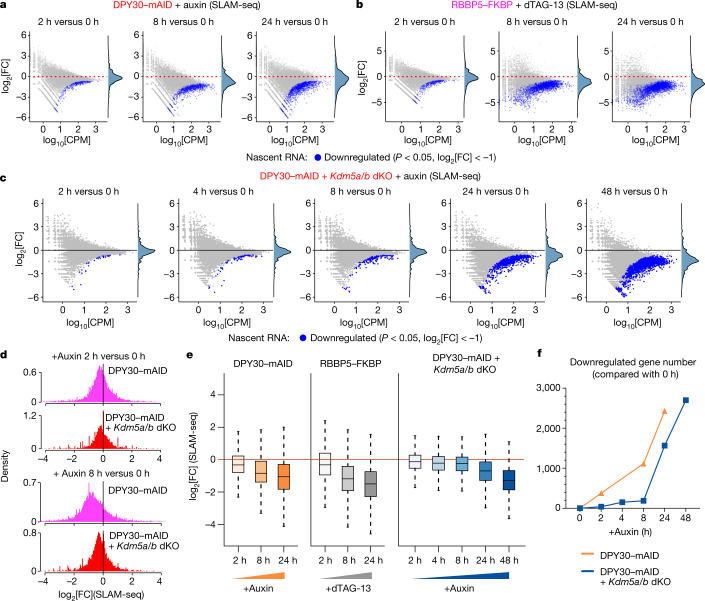
H3K4me3 is required for nascent transcription. **a**, *MA* plots depicting changes in nascent transcription (SLAM-seq) at the indicated times after auxin treatment in DPY30–mAID cells. *n* = 3 biological replicates. CPM, counts per million mapped reads; FC, fold change. Adjusted *P* values were calculated using Wald tests in DESeq2. **b**, *MA* plots depicting changes in nascent transcription (SLAM-seq) at the indicated times after dTAG-13 treatment in RBBP5–FKBP cells. *n* = 3 biological replicates. Adjusted *P* values were calculated using Wald tests in DESeq2. **c**, *MA* plots depicting changes in nascent transcription (SLAM-seq) at the indicated times after auxin treatment in DPY30–mAID *Kdm5a/b-*dKO cells. *n* = 2 biological replicates. Adjusted *P* values were calculated using Wald tests in DESeq2. **d**, The log_2_-transformed fold change in nascent gene expression in the depicted cell lines on the basis of the data shown in **a** and **c**. **e**, The nascent transcriptional changes (log_2_-transformed) for genes in indicated samples across timepoints with DPY30 or RBBP5 degradation kinetics. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × interquartile range (IQR) above and below the box (whiskers). *n* = 3 (DPY30–mAID or RBBP5–FKBP degron cells) and *n* = 2 (dKO cells) biological replicates. **f**, Comparison of the number of downregulated genes after auxin treatment for the indicated cell lines, based on the data presented in **a** and **c**.

If H3K4me3 were the determining factor regulating transcription, deletion of *Kdm5a* and *Kdm5b* should also lead to a significant delay in gene expression changes in response to DPY30 loss. 

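Auxin-treated DPY30–mAID Kdm5a/b dKO cells were profiled by SLAM-seq at 0 h, 2 h, 4 h, 8 h, 24 h and 48 h with 2 replicates per time point, and the deposited counts were made and analysed as for DPY30–mAID cells. Reads on the deleted genes were lower in every dKO library than in every DPY30–mAID library. Kdm5a had 26.7 to 39.3 CPM over the 12 dKO libraries and 61.2 to 108 over the 12 DPY30–mAID libraries, and Kdm5b had 113 to 155 and 398 to 975. In all reads at 0 h, the dKO differed from DPY30–mAID cells by a log2 fold change of −1.81 for Kdm5a (standard error 0.18, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 2.04e-10) and −2.81 for Kdm5b (standard error 0.13, adjusted p = 6.27e-19 by the same edgeR test). These are 3′-end reads and do not report the protein. Between 5931269 and 7792404 reads were counted per library, with medians of 7295767 at 0 h, 7066162 at 2 h, 6484708 at 4 h, 6622447 at 8 h, 6780261 at 24 h and 6645800 at 48 h. A dKO read covered 11.2 T positions on average and a DPY30–mAID read 18.7, so the share of T>C reads is compared with the 0 h libraries of the same line and not between lines. T>C reads made up 4.98% ± 0.407 (SD, n = 2) of the counted reads at 0 h. The fit tested 5965 genes, and simulated counts with these library sizes gave back 80.5% of 200 changed genes (5564 genes tested). To test the delay itself, the auxin effects were also compared in one fit of both lines over 6901 genes, where a simulated difference of 2 on the log2 scale was called for 17.0% of 200 genes (6566 genes tested).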

To test this, we performed SLAM-seq analysis of auxin-treated dKO cells (Fig. 2c). Indeed, we observed a significant delay in the decrease in mRNA synthesis in the dKO cells compared with in the DPY30–mAID cells (Fig. 2d,e). 

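In dKO cells T>C reads made up 4.59% ± 0.363 (SD, n = 2) of the counted reads at 2 h, 4.18% ± 0.0609 (SD, n = 2) at 4 h, 4.34% ± 0.112 (SD, n = 2) at 8 h, 3.06% ± 0.108 (SD, n = 2) at 24 h and 2.20% ± 0.236 (SD, n = 2) at 48 h. The share at 8 h was 0.873 of its 0 h value in dKO cells and 0.597 of its 0 h value in DPY30–mAID cells. At 24 h it was 0.614 of the 0 h value in dKO cells and 0.966 in DPY30–mAID cells. From 4 h on, both dKO libraries lay under both 0 h libraries (two-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow), and at 2 h they overlapped (p = 0.667 by the same exact test). The median log2 fold change over the tested genes was −0.12 at 2 h, −0.26 at 4 h, −0.19 at 8 h, −0.80 at 24 h and −1.29 at 48 h, with SDs of library medians of 0.14, 0.03, 0.04, 0.05 and 0.17 (n = 2).

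**Figure D2:**
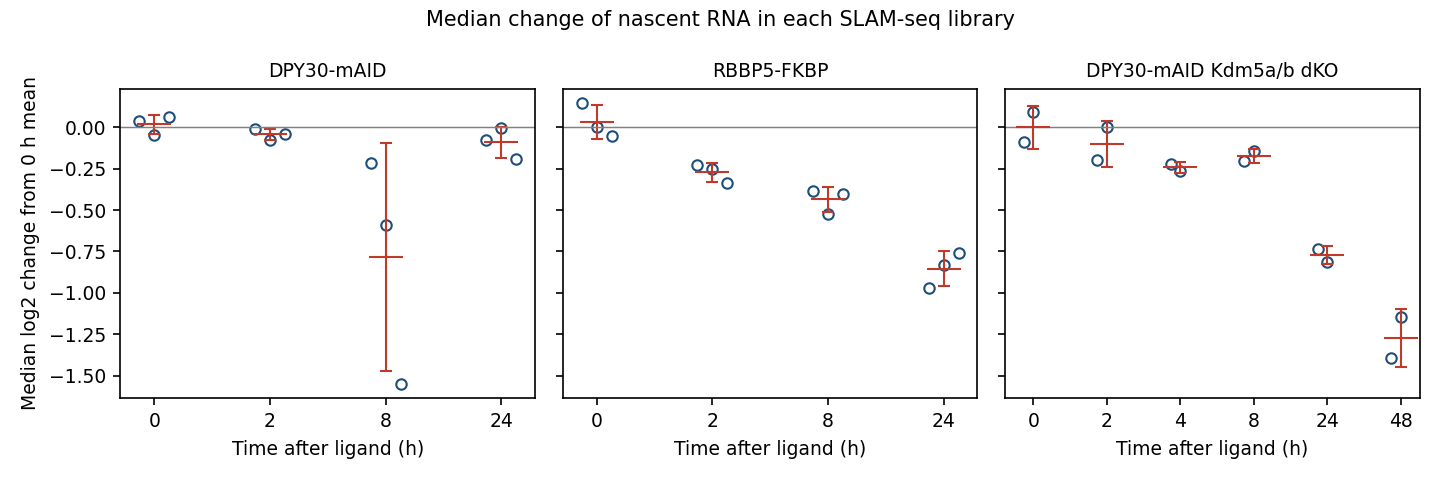
Median log2 change of T>C reads over the tested genes relative to the mean of the 0 h libraries (vertical axis) against hours of ligand treatment (horizontal axis) in 3 cell lines. Circles are libraries and red lines and bars are the mean ± SD of 3 replicates, or 2 in the dKO; the 8 h libraries of DPY30–mAID cells spread from −1.55 to −0.21, and those of the dKO from −0.21 to −0.15.

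The difference between the auxin effects in the 2 lines was tested gene by gene with edgeR. At 2 h no gene differed, with 65 genes falling less and 66 falling more in the dKO at an unadjusted p. At 8 h, 21 genes fell less in the dKO and 1 fell more, and the median difference over genes was 0.53 on the log2 scale. At 24 h, 2 genes fell less in the dKO and 164 fell more, with a median difference of −0.68. Named after their values were seen, the gene that fell more at 8 h was Fignl2, and the genes that fell less at 24 h were Man2b1 and Furin. A block for the replicate number within each line gave 33 and 1 genes at 8 h and 1 and 175 at 24 h. The 8 h result moved most with the DPY30–mAID replicate left out, from 438 genes falling less in the dKO without replicate 1 to 4 without replicate 2. The median difference at 8 h was 0.82, 0.59 and 0.21 without DPY30–mAID replicates 1, 2 and 3. With TMM factors from the T>C reads it was 0.15, but that scaling removes a change shared by all genes. It therefore cannot test a delay shared by all genes. From the smaller decrease in the dKO, in which H3K4me3 persists longer, the paper proposes that the lower H3K4me3 contributes to the decrease in transcription.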

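In dKO cells 0 genes were downregulated at 2 h of auxin, 12 at 4 h, 42 at 8 h, 1643 at 24 h and 3840 at 48 h, of 5965 tested. At an unadjusted p the first 3 counts were 105, 218 and 208. Upregulated genes numbered 0 at 2 h (58 at an unadjusted p), 0 at 4 h (19 at an unadjusted p), 1 at 8 h (Acvr1b, named after its value was seen), 7 at 24 h and 7 at 48 h. With the replicate number as a block the downregulated genes were 0, 15, 53, 1642 and 3844 in the same order, and same-numbered libraries had a correlation of deviations of 0.0193. To compare equal designs, DPY30–mAID cells were reanalysed with 2 replicates per time point and with 84.8% of their T>C reads, the depth of the dKO. The 8 h count in DPY30–mAID cells was then 1174 with replicates 2 and 3, 437 with replicates 1 and 2, and 18 with replicates 1 and 3. At 2 h each pair of replicates gave 0 downregulated genes in DPY30–mAID cells, against 39 to 109 at an unadjusted p. Upregulated genes at an unadjusted p ranged from 22 to 137 in these fits, with 137 in the pair that gave 109 downregulated.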

Specifically, only 41 and 186 genes were downregulated in the dKO cells 2 h and 8 h after auxin treatment, respectively, whereas 379 and 1,115 downregulated genes were found at the same timepoints in DPY30–mAID cells after auxin treatment, respectively (Fig. 2f). Thus, these results suggest that the reduction in H3K4me3 levels contributes to the observed decrease in transcription.

## Intact PIC formation after loss of H3K4me3

As H3K4me3 has been reported to recruit proteins to enhance transcription initiation^1,25^, we examined whether the loss of H3K4me3 could lead to changes in the expression of proteins in the RNAPII pre-initiation complex (PIC). As demonstrated in Fig. 3a, acute loss of H3K4me3 did not affect the global protein levels of multiple subunits of the PIC, such as CDK7 (TFIIH) and TBP (TFIID). Furthermore, reported H3K4me3-binding proteins also showed comparable protein levels and genome-wide binding patterns in control and auxin/dTAG-13-treated cells (Fig. 3a and Extended Data Fig. 4a). To address whether H3K4me3 loss would lead to changes in RNAPII PIC formation, we affinity-purified proteins that associate with RNAPII and determined their identities using mass spectrometry (MS) analysis of samples in which DPY30 was depleted or not (Extended Data Fig. 4b,c). However, loss of DPY30 did not lead to significant changes in the expression of RNAPII-associated proteins or in their interaction with RNAPII (Extended Data Fig. 4d and Supplementary Table 3). Thus, the loss of H3K4me3 does not lead to detectable changes in the formation of the RNAPII PIC or the association with PIC subunits to TSSs.

**Fig. 3:**
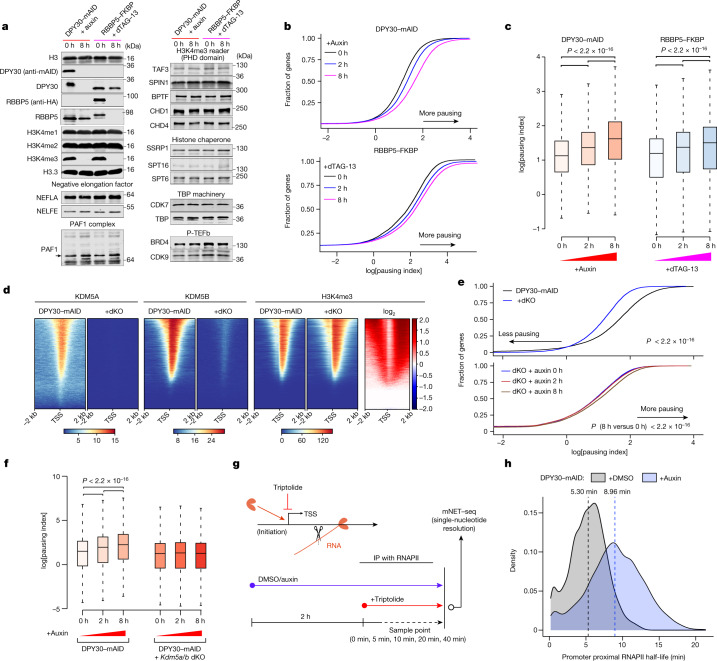
Acute loss of H3K4me3 increases the residence time of paused RNAPII. **a**, Immunoblot analysis of the indicated transcriptional core proteins and H3K4me3 readers in the indicated cell lines treated with or without auxin or dTAG-13 as shown. **b**, The RNAPII pausing index in control (0 h, black) and auxin-treated or dTAG-13-treated degron cells. Higher index values indicate a higher degree of RNAPII pausing. Cumulative index plots of the pausing index were calculated from total RNAPII ChIP–seq signals. **c**, The RNAPII pausing index was determined using ChIP–seq in the indicated samples with DPY30 or RBBP5 degradation kinetics. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). *P* values were calculated using two-sided Wilcoxon rank-sum tests. *n* = 12,621 genes. **d**, Comparison of the occupancy of KDM5A, KDM5B and H3K4me3 around the TSS region (TSS ± 2 kb) in DPY30–mAID and DPY30–mAID *Kdm5a/b*-dKO cells. **e**, The RNAPII pausing index in DPY30–mAID (black), DPY30–mAID *Kdm5a/b-*dKO (blue) and auxin-treated cells. Higher index values indicate a higher degree of RNAPII pausing on promoter region of genes. *P* values were calculated using two-sided Wilcoxon tests. **f**, The RNAPII pausing index determined using mNET–seq in DPY30–mAID, DPY30–mAID *Kdm5a/b-*dKO and auxin-treated cells. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). *P* values were calculated using two-sided Wilcoxon tests. *n* = 10,332 genes. **g**, The experimental strategy of the mNET–seq approach to measure the promoter-proximal RNAPII half-life after treatment with triptolide. **h**, Density plot showing increased paused RNAPII half-life of *n* = 4,007 genes after acute loss of H3K4me3. The average of paused RNAPII half-life is shown as a dashed line. *n* = 2 biological replicates.

## H3K4me3 regulates RNAPII occupancy

To determine the relationship between H3K4me3 and RNAPII occupancy genome-wide, we performed a ChIP–seq analysis of total RNAPII in the degron cells. Consistent with the lack of detectable effects on RNAPII PIC formation, we did not observe decreased RNAPII enrichments at promoter regions after auxin or dTAG-13 treatment. By contrast, we found an increase in RNAPII occupancy at promoter regions (Extended Data Fig. 4e), which indicated that acute loss of H3K4me3 promoted RNAPII pausing. This was confirmed by calculating the RNAPII pausing index^26^ in both DPY30–mAID and RBBP5–FKBP cells (Fig. 3b,c and Extended Data Fig. 4f,g). Consistent with the increased pausing, we observed an accumulation of the RNAPII CTD Ser5 phosphorylation (Ser 5p) and negative elongation factor A (NELFA) at promoter-proximal regions and a marked reduction in RNAPII CTD Ser2 phosphorylation (Ser 2p) throughout gene bodies (Extended Data Fig. 4h,i). These data suggest that H3K4me3 is involved in the regulation of RNAPII pausing.

To gain further support that the observed effect on RNAPII pause-release was caused by loss of H3K4me3, we determined the effect of degrading DPY30 in *Kdm5a/b*-dKO cells. We confirmed that KDM5A and KDM5B were lost from TSSs in the dKO cells using ChIP–seq, and that the loss of the KDM5s led to a corresponding increase in H3K4me3 levels under steady-state conditions (Fig. 3d). Moreover, we found that the increase in H3K4me3 corresponds to a concomitant decrease in steady-state RNAPII pausing in dKO cells (Fig. 3e and Extended Data Fig. 5a). We also observed a significant delay in the onset of RNAPII pausing in the dKO cells compared with in DPY30–mAID cells expressing KDM5A/B (Fig. 3e and Extended Data Fig. 5a–c). Moreover, we performed nascent transcription with mammalian native elongating transcript sequencing (mNET–seq)^27^ at single-nucleotide resolution in the DPY30–mAID and dKO lines. Consistently, the mNET–seq data showed that loss of KDM5A/B led to a significant delay in RNAPII pausing compared with in KDM5A/B-expressing cells (Fig. 3f). Taken together, these results show a role for H3K4me3 in regulating RNAPII pause-release.

## H3K4me3 regulates RNAPII half-life

An increase in the occupancy of promoter-proximal RNAPII can be attributed to increased RNAPII initiation, blockage of RNAPII entering the gene body or both. To determine the stability and half-life of RNAPII at promoter-proximal regions, we inhibited transcription initiation with triptolide^28–30^ and combined it with mNET–seq (Fig. 3g). The single-nucleotide resolution of the mNET–seq data enabled us to specifically measure the dynamics of RNAPII-engaged RNA at promoter-proximal regions. We fitted the RNAPII time-course measurements to an exponential decay model^28^ and calculated the half-life of promoter-paused RNAPII on all protein-coding genes (Extended Data Fig. 6a). This analysis showed that the RNAPII half-life is 5.3 min at protein-coding genes in steady-state mES cells (*n* = 4,007 genes) and increased to 8.96 min (*P* < 2.2 × 10^−16^) in auxin-treated cells (Fig. 3h and Extended Data Fig. 6b,c). This change in RNAPII half-life is similar to what has been observed after CDK9 inhibition^31^. Indeed, we found that CDK9, BRD4 and HEXIM1 occupancies were increased at the promoter regions (Extended Data Fig. 4i) in both degron cell lines. Thus, our data suggest that H3K4me3 regulates transcription by facilitating the release of paused RNAPII into productive elongation in mES cells.

## H3K4me3 regulates elongation

To examine and monitor the effects of H3K4me3 on RNA synthesis rates genome-wide from actively transcribing RNAPII, we used a modified transient transcriptome sequencing (TT_chem_-seq) method^32^ with spike-in controls. Loss of H3K4me3 in auxin-treated or dTAG-13-treated cells led to a reduction of approximately 50% in the transcription of protein-coding genes at the 8 h timepoint (Fig. 4a,b) but resulted in increased RNAPII-engaged RNA at the promoter regions as measured by mNET–seq (Extended Data Fig. 6d). Furthermore, we found that there were no significant changes in RNAPII occupancy at either active or inactive enhancer regions after H3K4me3 loss (Extended Data Fig. 6e,f). To estimate the change in elongation velocity, we used the ratio of nascent RNA synthesis measured using TT_chem_-seq and RNAPII RNA occupancy measured using mNET–seq (TT_chem_-seq/mNET–seq) as a proxy for elongation velocity, which is a measurement of the amount of ongoing RNA synthesis per RNAPII molecule^33,34^. This analysis showed that acute loss of H3K4me3 caused a general transcriptome-wide decrease in elongation velocity (Fig. 4c). Consistent with this observation, the well-known epigenetic mark for transcription elongation H3K36me3 also showed a global decrease in the auxin-treated cells (Fig. 4d and Extended Data Fig. 6g).

**Fig. 4:**
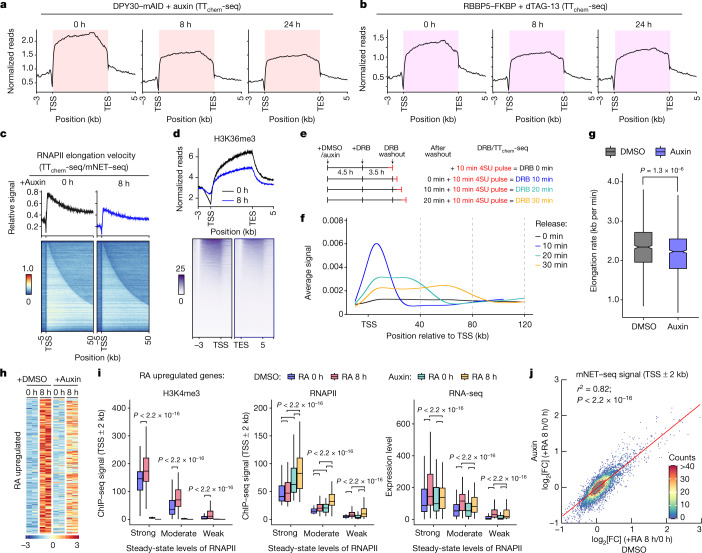
H3K4me3 regulates transcriptional elongation. **a**,**b**, Metagene profiles for transient transcriptome sequencing (TT_chem_-seq) in control and auxin-treated (**a**) or dTAG-13-treated (**b**) cells in the indicated cell lines. TES, transcription end site. **c**, Heat maps and profiles showing changes in elongation velocities (TT_chem_-seq/mNET–seq) after acute loss of H3K4me3. **d**, H3K36me3 ChIP–seq profiles and heat maps in control and auxin-treated DPY30–mAID cells. **e**, Outline of the DRB/TT_chem_-seq experiment to measure RNAPII elongation rates. 4SU, 4-thiouridine. DRB 0 min, no release of DRB. **f**, DRB/TT_chem_-seq metagene profiles of protein-coding genes (60–300 kb length) with non-overlapping transcriptional units (*n* = 3,566) in the depicted cells. Lines are computationally fitted splines. **g**, Box plot showing decreased RNAPII elongation rates after H3K4me3 loss. *P* values were calculated using two-sided Wilcoxon tests. *n* = 855 genes with RPM > 100. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). **h**, The upregulated genes response to RA treatment in auxin-treated and DMSO-treated cells (*n* = 2). Gene expression is shown as relative *Z*-scores across the samples. **i**, The changes in H3K4me3 and RNAPII ChIP–seq at TSSs (±2 kb), and RNA-sequencing analysis of RA-response genes (upregulated genes) in the indicated samples. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). *P* values were calculated using two-sided Wilcoxon tests. *n* = 77 genes for each group. **j**, The correlation of mNET–seq signal around the TSS region (TSS ± 2 kb) at 8 h after RA treatment with or without H3K4me3. Pearson correlation and *P* values are reported at the top. *P* values were calculated using two-sided Wilcoxon tests.

As an orthogonal assay to investigate how H3K4me3 loss affects transcription elongation, we determined productive RNAPII elongation rates using TT_chem_-seq in combination with the reversible CDK9 inhibitor 5,6-dichlorobenzimidazole 1-β-D-ribofuranoside (DRB) (DRB/TT_chem_-seq)^32^. The progression of RNAPII was reflected by metagene coverage profiles after DRB release and clear transcription wave peaks on genes (Fig. 4e,f). The average elongation rates for the 3,655 non-overlapping protein-coding genes (60 kb to 300 kb in length) were 2.2 kb per min in control cells (Extended Data Fig. 6h), which is in good agreement with data obtained in HEK293^32^ and HCT116^35^ cells. We found that loss of H3K4me3 led to a significant decrease in RNAPII elongation rates (Fig. 4g and Extended Data Fig. 6i,j). Taken together, these observations suggest that H3K4me3 regulates both RNAPII pause-release and elongation in mES cells.

## Role of H3K4me3 in initiation

It has previously been suggested, mainly on the basis of in vitro experiments^1,25^, that H3K4me3 functions to facilitate the formation of the PIC at TSSs. 

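RNA from DPY30–mAID cells treated with 1 µM RA, with auxin or with DMSO, was profiled by Quant-seq, which counts 3′ ends of polyadenylated RNA without 4SU labelling. There were 2 libraries for DMSO at 0 h and for each treatment at 8 h and on days 1, 2, 4 and 6 of RA, 22 in all, and an auxin group at 0 h was not analysed here. The authors deposited, for the same 3′ UTR intervals as in SLAM-seq, raw read counts made with SlamDunk, whereas the methods name HISAT and featureCounts for Quant-seq. Between 1264241 and 2543632 reads were counted per library. Medians were 2388043 at 0 h, and 2148318, 1829051, 2043258, 2181920 and 2269595 with DMSO and 2147317, 1635541, 1760811, 1648878 and 1359737 with auxin at 8 h and on days 1, 2, 4 and 6. The 2 DMSO libraries of day 6 held identical counts and were counted as 1 sample, so no test was made on that group. Counts were normalized by edgeR’s TMM method and tested in one fit of all groups over 11415 genes with a mean of at least 10 reads in at least 1 group. RA-induced genes were those with an adjusted p below 0.05 and a log2 fold change above 1 at 8 h in DMSO against 0 h. Simulated counts with 2 libraries per group gave back 88.0% of 200 genes changed by 2 on the log2 scale (10646 genes tested). No sequencing batch is given in the labels.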

To test this hypothesis, we determined whether H3K4me3 is required for de novo activation of transcription in response to retinoic acid (RA)-induced differentiation (Extended Data Fig. 7a). 

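A principal component analysis used log2 CPM of the 1000 most variable genes over 21 Quant-seq libraries, since the identical DMSO libraries of day 6 entered as 1. Principal component 1 held 71.2% of the variance and principal component 2 held 9.71%. On these 2 components the DMSO libraries moved from the 0 h libraries by 16.2 units at 8 h, 53.1 on day 1, 75.6 on day 2, 95.0 on day 4 and 110 on day 6. The auxin libraries lay 1.40 units from the DMSO libraries at 8 h, where replicates lay 1.87 (auxin) and 1.58 (DMSO) apart, and 1.38 units away on day 1, where replicates lay 0.302 (auxin) and 0.922 (DMSO) apart. With all genes past the filter in place of the 1000 genes, the distance between treatments at 8 h was 4.65, above the replicate distances of 1.18 (auxin) and 1.35 (DMSO). The distance between treatments was 6.21 on day 2, 6.30 on day 4 and 14.5 on day 6, larger than the distances between replicates of 0.608, 0.457 and 3.16 with auxin.

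**Figure D3:**
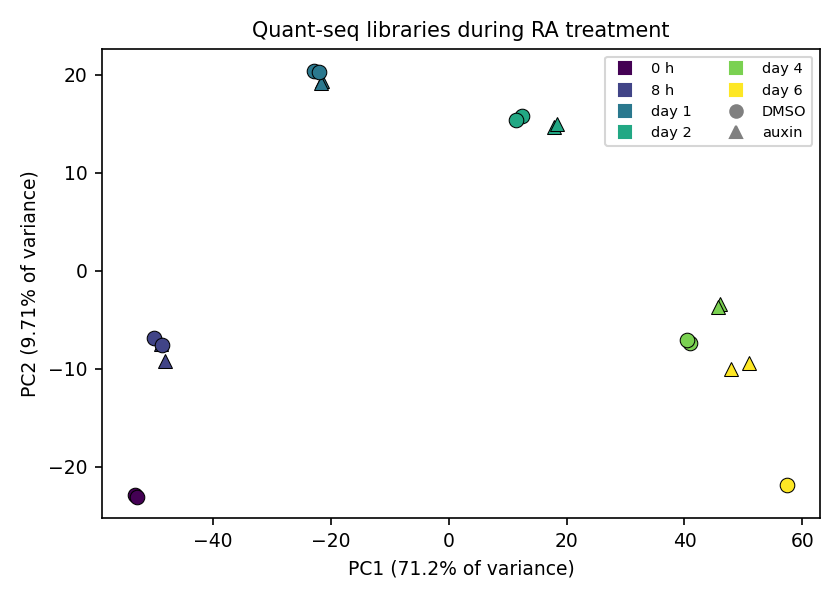
Principal components 1 (horizontal axis) and 2 (vertical axis) of log2 CPM in 21 Quant-seq libraries of DPY30–mAID cells under RA. Circles are DMSO libraries and triangles auxin libraries, coloured by time of RA; component 1 holds 71.2% of the variance and component 2 holds 9.71%.

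The changes from 0 h with auxin and with DMSO were correlated across 11415 genes, each treatment against its own one of the 2 libraries at 0 h so that the contrasts shared no library. Pearson’s r was 0.561 at 8 h, 0.757 on day 1, 0.790 on day 2, 0.830 on day 4 and 0.820 on day 6, and Spearman’s rho was 0.568, 0.770, 0.766, 0.813 and 0.788. Genes are not independent replicates, so no p is given for these 5 correlations. With the mean of both 0 h libraries in both contrasts, which then share noise, r was 0.799 at 8 h, the largest shift among the settings tried. Between auxin and DMSO, 2 genes were higher and 17 lower with auxin at 8 h, 102 and 176 on day 1, 309 and 233 on day 2, and 504 and 329 on day 4 (edgeR quasi-likelihood test, adjusted p below 0.05 and a log2 difference above 1 or below −1). The genes higher at 8 h were Mindy2 and Ing2, named after their values were seen. The replicate block gave 2 and 17, 102 and 173, 304 and 230, and 498 and 325 genes, and same-numbered libraries had a correlation of deviations of 0.00283.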

A principal component analysis and correlation analysis of the entire transcriptome showed that loss of H3K4me3 did not impair the overall rewiring of gene expression induced by RA treatment (Fig. 4h and Extended Data Fig. 7b–e), suggesting that H3K4me3 is dispensable for the transcription initiation of these genes.

Considering that many RA-response genes are bivalent with both low levels of gene expression and the histone modifications H3K4me3 and H3K27me3^36^ at steady state, they may already be primed for de novo transcription. To analyse this in more detail, we determined H3K4me3 and RNAPII location using ChIP–seq analysis of DPY30–mAID cells after RA treatment with or without auxin treatment. As expected, H3K4me3 was lost in auxin-treated cells and showed increased RNAPII at promoter regions (Extended Data Fig. 6f,g). By dividing the RA-induced genes into three categories on the basis of the levels of RNAPII enrichment (strong, moderate and weak) at promoter regions in steady-state mES cells (Fig. 4i), we found increased RNAPII enrichments and gene expression for the same three category genes in the auxin-treated cells (Fig. 4i), suggesting that the RA-response genes can be initiated de novo in the absence of H3K4me3. 

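In DMSO, 396 genes were induced and 346 repressed at 8 h of RA, and the replicate block gave 396 and 343. The 396 induced genes had a median log2 fold change of 1.62 with DMSO and 1.40 with auxin at 8 h, 1.94 and 1.95 on day 1, 1.62 and 1.71 on day 2, 1.26 and 1.45 on day 4, and 1.13 and 1.48 on day 6. The median difference per gene, auxin minus DMSO, was −0.27 at 8 h, −0.01 on day 1, 0.01 on day 2, 0.14 on day 4 and 0.21 on day 6. The 8 h medians of the single libraries were 1.60 and 1.60 with DMSO and 1.40 and 1.45 with auxin. When the 417 genes induced with auxin were used in place of those chosen from the DMSO libraries, the 8 h difference was 0.22, so its sign depends on which treatment chose the genes.

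**Figure D4:**
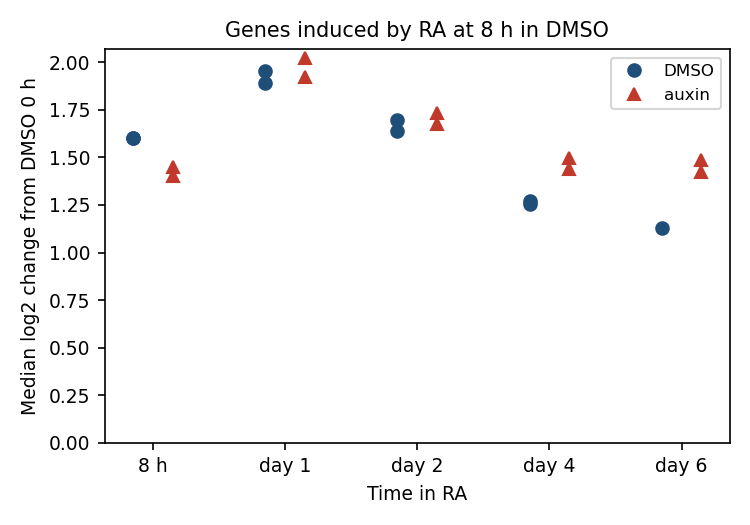
Median log2 fold change from 0 h (vertical axis) of the 396 genes induced at 8 h in DMSO, against time of RA (horizontal axis). Each point is a library treated with DMSO or auxin; at 8 h the DMSO libraries lie at 1.60 and the auxin libraries at 1.40 and 1.45.

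The 5 genes with the largest induction at 8 h had 0 reads in both libraries at 0 h, except Hoxa5 with 1 read in 1 library. Cyp26a1 reached 24.3 ± 0.589 CPM with DMSO and 16.5 ± 0.999 with auxin (SD, n = 2), Hoxb5 17.8 ± 1.86 and 15.1 ± 0.305, Hoxa5 75.1 ± 3.59 and 32.1 ± 6.19, Hoxb3 5.35 ± 2.57 and 6.92 ± 0.678, and Gadd45g 5.00 ± 3.74 and 5.19 ± 1.76. Among these, Hoxa5 was lower with auxin at 8 h (log2 difference −1.22, standard error 0.17, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000209). Hoxa5 also had fewer CPM with auxin later, with 70.4 against 279 in DMSO on day 1 and 62.9 against 251 on day 4. On day 1 Hoxb5 and Hoxb3 also had fewer CPM with auxin, and Cyp26a1 and Gadd45g had more. Stra8 rose from 19.8 ± 0.226 to 250 ± 3.15 CPM with DMSO and to 134 ± 12.2 with auxin at 8 h (SD, n = 2), a log2 difference of −0.90 (standard error 0.12, adjusted p = 8.87e-05 by the same edgeR test). With auxin Stra8 had 683 CPM on day 1, against 1441 with DMSO, and 371 on day 4, against 280. Of 21 marker genes fixed beforehand, 7 rose and 6 fell at 8 h in DMSO at an adjusted p below 0.05, without the log2 fold change threshold. The numbers were the same with the adjustment over the list alone. RNAPII enrichment and its 3 categories of genes were not analysed here. From the increase of RNAPII and of expression in these categories with auxin, the paper proposes that RA-response genes can be initiated de novo without H3K4me3.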

As these steady-state data cannot rule out an effect on transcriptional initiation, high-resolution mNET–seq was performed. Correlation analysis of the mNET–seq results also showed that the loss of H3K4me3 did not impair the loading of RNAPII at the promoter-proximal region of genes induced by RA treatment (Fig. 4j). Thus, we conclude that H3K4me3 is not required for RNAPII loading and for transcriptional initiation.

## The H3K4me3-dependent RNAPII interactome

To understand the mechanism leading to increased promoter-proximal pausing in response to H3K4me3 loss, we combined CRISPR-based genome editing, APEX2-based proximity labelling^37^ and quantitative MS (SILAC/MS) to obtain a high-resolution view of the molecular and spatial organization of RNAPII with or without H3K4me3 (Fig. 5a). We knocked-in APEX2–Flag-tagged *Rbp1* in both degron cell lines, which did not lead to detectable effects on the cellular functions of the protein (Extended Data Fig. 8a–e). After activation with H_2_O_2_, APEX2 oxidizes phenol derivatives (biotin-phenol), which covalently react with the nearby endogenous proteins (Extended Data Fig. 8f,g). To capture the changes on chromatin after the loss of H3K4me3, we isolated the chromatin fraction from each sample before mixing the light and heavy conditions for MS (Extended Data Fig. 8h). We identified 1,901 proteins that were in the proximity of RPB1, and KEGG and Gene Ontology analyses showed that most of these proteins are associated with RNA biogenesis processes (Extended Data Fig. 8i–l and Supplementary Table 4), highlighting the quality of the RPB1–APEX2 data.

**Fig. 5:**
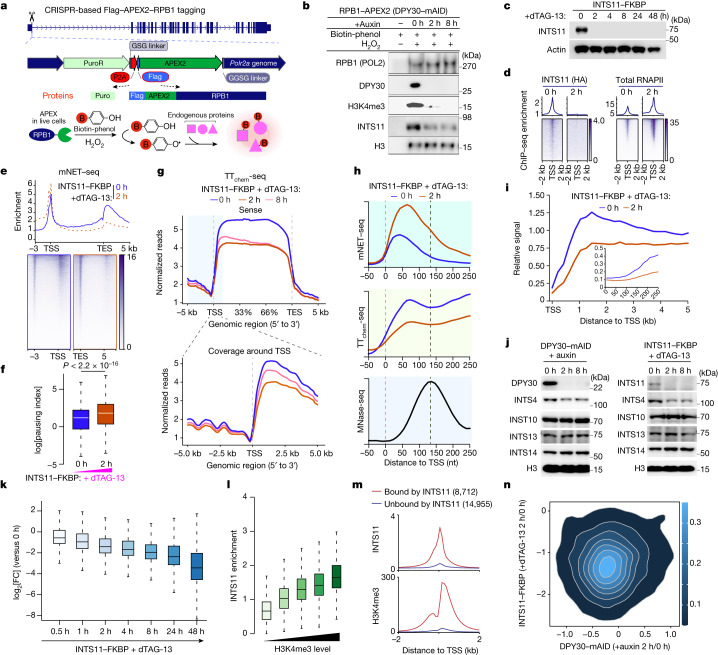
INTS11 regulates pause-release and transcription dependent on H3K4me3. **a**, The strategy for CRISPR-based Flag–APEX2–RPB1 (RNAPII–APEX2) tagging. **b**, Validation of H3K4me3-dependent INTS11 chromatin interaction in DPY30–mAID cells. **c**, Western blot analysis of HA-tagged INTS11 and actin in INTS11–FKBP cells. **d**, HA-tagged INTS11 and total RNAPII ChIP–seq profiles and heat maps in INTS11–FKBP cells. **e**, mNET–seq profiles and heat maps in INTS11–FKBP degron cells. **f**, The RNAPII pausing index was determined using mNET–seq in INTS11–FKBP cells. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). *P* values were calculated using two-sided Wilcoxon tests. *n* = 10,332 genes. **g**, Metagene transcriptional profiles were acquired using TT_chem_-seq in INTS11–FKBP degron cells. **h**, Metagene analyses of mNET–seq and TT_chem_-seq signals at single-nucleotide resolution acquired in INTS11–FKBP cells. MNase-seq, micrococcal nuclease sequencing. **i**, Analysis of elongation velocities (TT_chem_-seq/mNET–seq) after acute loss of INTS11. **j**, Immunoblot analysis of integrator subunits in the indicated cell lines treated with or without auxin or dTAG-13 as shown. **k**, Box plot comparing the log_2_-transformed fold change in SLAM-seq at the indicated timepoints. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). *n* = 13,776 genes. **l**, The INTS11 signal at TSSs (± 2 kb) in the indicated groups. The box plots indicate the median (centre line), the third and first quartiles (box limits) and 1.5 × IQR above and below the box (whiskers). *n* = 4,700 genes. **m**, The average distribution of INTS11 and H3K4me3 ChIP–seq signals at INTS11-bound genes (*n* = 8,712) versus INTS11-unbound genes (*n* = 14,955) in mES cells. **n**, 2D kernel density plot showing the relationship between SLAM-seq changes in INTS11–FKBP and DPY30–mAID degron cells. The colour bar reflects the intensity.

We focused on the changes in the two early timepoints (2 h and 8 h) for which only H3K4me3 (and not H3K4me2 and H3K4me1) was lost in response to auxin treatment (Extended Data Fig. 8m). Importantly, a large proportion of the proteins that showed differential interactions with RPB1 after DPY30 degradation were shared at the two times (Extended Data Fig. 8n). Consistent with the experimental design, DPY30 was the top downregulated protein in all of the auxin-treated samples (Extended Data Fig. 8o,p). Moreover, functional enrichment analysis of the common 228 downregulated proteins indicated a strong enrichment for mRNA-processing components of the core RNAPII machinery (Extended Data Fig. 8q). In addition to H3K4me3 loss in the cells, terms such as ‘positive regulation of histone H3K4 methylation’, ‘chromatin binding’ and ‘histone binding’ were more prominently decreased with chromatin RNAPII (Extended Data Fig. 8q).

## H3K4me3-dependent recruitment of INTS11

To identify proteins that could potentially explain the requirement for H3K4me3 in promoter-proximal pause-release, we overlapped the common downregulated proteins with proteins that have previously been shown to associate with H3K4me3 using cross-linked ChIP–MS^38^. Notably, three proteins were in common between the two protein groups: DPY30 itself, PAF1 and INTS11 (Extended Data Fig. 9a). These three proteins were also found to be preferentially enriched in the H3K4me3 ChIP–MS data, when compared with ChIP–MS data from other heterochromatin or non-promoter specific histone modifications (Extended Data Fig. 9b). PAF1^39,40^ and INTS11^41,42^ have both been reported to have important roles in RNAPII pause-release and also in transcriptional elongation. We chose to focus on INTS11—an endonuclease subunit of the Integrator complex—as it showed a more substantial decrease in RPB1 association than PAF1 in response to H3K4me3 depletion (Extended Data Fig. 8p).

The reduction in RNAPII-bound INTS11 after acute loss of H3K4me3 was further confirmed by western blot analysis of both DPY30–mAID and RBBP5–FKBP degron cells (Fig. 5b and Extended Data Fig. 9c). Recent studies indicate that integrator primarily attenuates gene expression in *Drosophila*^43^ and in human HeLa^44^ cells, while other studies have shown a critical role of INTS11 in gene activation and elongation^45,46^. To improve our understanding of the role of INTS11 in transcription regulation, we generated INTS11–FKBP-knockin cells along with a double haemagglutinin (HA) epitope tag in the DPY30–mAID RPB1–APEX2 degron mouse ES cell line (Extended Data Fig. 9d). Western blot analysis detected similar levels of INTS11 in the constructed cell line and in non-tagged cells, and the tagging of INTS11 did not lead to detectable effects on the expression of pluripotency genes and cell proliferation (Extended Data Fig. 9e–g). The addition of dTAG-13 to these cells led to rapid degradation of the INTS11–FKBP–HA fusion protein within 2 h (Fig. 5c). Consistent with our findings for the role of H3K4me3 in regulating RNAPII pause-release, acute loss of INTS11 led to increased RNAPII pausing at promoter-proximal regions of genes (Fig. 5d–f) and to inhibition of cell proliferation (Extended Data Fig. 9g). Moreover, the enrichment of INTS11 at TSSs was significantly reduced in response to DPY30 degradation (Extended Data Fig. 9h). These data suggest H3K4me3-dependent recruitment of INTS11, which is required to enable transcriptional pause-release.

We further studied the effects of INTS11 loss by performing TT_chem_-seq analysis of INTS11 degron cells (Extended Data Fig. 9i). Loss of INTS11 led to a significant increase in the RNA synthesis and RNAPII of non-coding short transcripts, such as upstream antisense RNAs (uaRNAs/PROMPTs) (Extended Data Fig. 9j,k). By contrast, a global decrease in the expression of protein-coding genes (Fig. 5g), especially at the pausing sites between TSS and the first (+1) nucleosome (Fig. 5h) was observed after INTS11 degradation. Analysis of elongation velocity at protein-coding genes showed broadly decreased productive elongation after INTS11 loss (Fig. 5i). Notably, the degradation of INTS11 led to the loss of only part of the integrator complex from chromatin (Fig. 5j). Taken together, these findings further support a functional link between H3K4me3 and INTS11.

To further investigate this link, we measured ongoing transcription using SLAM-seq analysis of the INTS11–FKBP degron cell line (Extended Data Fig. 10a). Notably, short-term treatment with dTAG-13 led to a significant decrease in nascent mRNA synthesis (Fig. 5k and Extended Data Fig. 10b). We also observed a strong correlation between the enrichments of H3K4me3 and INTS11 at TSS promoter-proximal regions (Fig. 5l) and that there was a significant enrichment of H3K4me3 at INTS11-bound genes, but not at INTS11-unbound genes (Fig. 5m and Extended Data Fig. 10c,d). By plotting the fold changes in nascent RNA expression determined in DPY30–mAID cells in response to auxin treatment and in INTS11–FKBP cells treated with dTAG-13, we also showed that most of the changes were correlated between the two degron systems (Fig. 5n).

Finally, we investigated whether similar correlations exist in other cell types and analysed published data from different human cell lines—HeLa^42^, THP1^47^ and HL60^48^ (Supplementary Fig. 1a). ChIP–seq experiments in HeLa, THP1 and HL60 cells identified that ~60%, ~52% and ~61% of INTS11 peaks overlapped with promoters, respectively (Supplementary Fig. 1b). Notably, compared with the H3K4me1-occupied regions, most of the H3K4me3-occupied regions were marked with significant INTS11 and RNAPII levels (Supplementary Fig. 2a). In support of the results obtained in mES cells, INTS11 occupancy was heavily enriched towards the promoter-proximal region of genes in all of these human cell lines (Supplementary Fig. 2b). Moreover, heat maps also demonstrated a significant colocalization of the peak binding sites for INTS11 and RNAPII with the peak sites of H3K4me3 enrichment on active promoters (Supplementary Fig. 2b). Thus, these published ChIP–seq results from different cells validated a correlation between INTS11-binding sites and sites of H3K4me3 enrichment across the genome. Taken together, these results show that H3K4me3 regulates promotor-proximal pausing through a mechanism involving the recruitment of the INTS11, which is essential for the eviction of paused RNAPII and transcriptional elongation.

## Discussion

H3K4me3, which is catalysed by the SET1/COMPASS complexes, is tightly associated with TSSs and is widely believed to be involved in regulating transcription initiation^1,2,7,25^. By generating and using model systems to study the direct role of H3K4me3 in regulating transcription, we have shown that loss of H3K4me3 leads to an increase in RNAPII at promoters. Moreover, we have shown, through multiple orthogonal assays, that H3K4me3 regulates RNAPII pausing and potentially also has a role in elongation. A connection between H3K4me3 and elongation has previously been suggested on the basis of results in cancer cells^12^ and plants^49^. Notably, we did not detect a role for H3K4me3 in transcriptional initiation and activation of de novo transcribed genes in response to RA-induced differentiation. Furthermore, we observed a fast turnover of H3K4me3 that is dependent on KDM5 demethylase activity, and we propose that this rapid turnover of H3K4me3 is important for the dynamic regulation of transcriptional output. Our experimental approach does not enable us to delineate specific roles for H3K4me1 and H3K4me2 in transcriptional regulation because all H3K4 methylation states are influenced at later time points. Notably, recent results suggest that SET1A/B can also regulate CpG-island-associated gene expression independently of H3K4me3 and its methyltransferase activity^50^, indicating potential distinct roles of components of the SET1/COMPASS complexes.

Paused RNAPII has been proposed to be coupled with transcription and mRNA-processing events by helping to maintain the accessibility of promoters for regulatory factors that activate transcription by recruiting P-TEFb and other factors, and promoting the release of paused RNAPII into gene bodies^30,33,39^. Whether histone modifications have a role in regulating the RNAPII pause-release step is not well understood. Our results show that H3K4me3 coupled with INTS11 is involved in regulating RNAPII promoter-proximal pausing. We propose a model in which H3K4me3 regulates transcriptional cycles by facilitating the recruitment of INTS11 to protein-coding genes (Extended Data Fig. 11). INTS11 can subsequently, through its RNA endonuclease activity, mediate productive transcriptional elongation by evicting paused RNAPII. This model is supported by recent studies showing that mammalian INTS11 facilitates RNAPII pause-release and gene expression^45,51^. Most of our conclusions are also supported by another recent study; however, in this study the authors observed an upregulation of protein-coding short transcripts after INTS11 downregulation^52^. Although we do not know the reason for the different observations, it may reflect the efficiency of the two different degron systems used in the studies.

Further work will be needed to determine the detailed molecular mechanism that leads to the recruitment of INTS11 and its function in elongation. In summary, our study demonstrates that H3K4me3 is indeed an important post-translational modification that regulates promoter-proximal pause-release and facilitates gene expression.

## Methods

### mES cell culture and differentiation

E14 ES cells (129/Ola background) were maintained on 0.2% gelatin-coated plates in Glasgow minimum essential medium (GMEM, Sigma-Aldrich, G5154) containing 15% fetal bovine serum (Gibco, 26140079), supplemented with 1× penicillin–streptomycin (Thermo Fisher Scientific, 15140122), 2 mM GlutaMax (Thermo Fisher Scientific, 35050061), 50 µM β-mercaptoethanol (Thermo Fisher Scientific, 21985023), 0.1 mM non-essential amino acids (Thermo Fisher Scientific, 11140050), 1 mM sodium pyruvate (Thermo Fisher Scientific, 11360070) and Leukaemia inhibitory factor (LIF, 1,000 U ml^−1^, Millipore), referred to as serum mES cell medium. Cells were passaged every 2 days by aspirating the medium, dissociating the cells with trypsin/EDTA solution (TE) briefly at room temperature before rinsing and dissociation in mES cell medium by pipetting. Cells were pelleted by centrifugation at 300*g* for 5 min. mES cell transfection was performed using Lipofectamine 3000 (Thermo Fisher Scientific, L3000-001) according to the manufacturer’s instructions. Cell counts were performed using the Countess II automated cell counter (Thermo Fisher Scientific, AMQAX1000) using 10 µl of cell suspension and 10 µl of Gibco Trypan Blue Solution (Gibco, 15250061) according to manufacturer’s instructions. For all*-trans*-retinoic acid (RA, Sigma-Aldrich, R2625-50MG) treatment, cells were induced with 1 μM RA and without LIF for the indicated time. During differentiation, RA medium was changed every 24 h. For SILAC experiments, cells were cultured in SILAC DMEM (Thermo Fisher Scientific, A33822) containing 15% dialysed FBS (Thermo Fisher Scientific, 26400044), to which either ^13^C_6_^15^N_2_ l-lysine-2HCl (Thermo Fisher Scientific, 88209) and ^13^C_6_^15^N_4_ l-arginine-HCl (Thermo Fisher Scientific, 89990) (heavy), or l-lysine (Sigma-Aldrich, L8662) and l-arginine (Sigma-Aldrich, L8094) containing only light isotopes (light) was added. All cell lines were subjected to STR authentification through ATCC and were tested for mycoplasma contamination.

### Generation of mES cell knockin cell lines

For the generation of the auxin-inducible degradation system for DPY30 sgRNA targeting the stop-codon region were cloned into eSpCas9(1.1)-T2A-eGFP. Left and right homology arms, as well as the mAID-T2A-BFP middle part were ligated into a modified pUC19 vector backbone (a gift from S. Pollard) using the In-Fusion cloning kit (Takara, 638910). mES cells were co-transfected with sgRNA- and donor-vector using Lipofectamine 3000 and sorted 48 h later for GFP/BFP-double-positive cells. Homozygous clones were then transfected with pPB-hygro-OsTIR1-P2A-mCherry and pBase plasmids and selected with 100 µg ml^−1^ hygromycin B (Thermo Fisher Scientific, 10687010). For the generation of the endogenous dTAG-inducible degradation system for RBBP5, sgRNA targeting the stop codon region were co-transfected into the cells and contained the following elements: left and right homology arms, as well as FKBP12(F36V), 2× HA tags, P2A and a neomycin-resistance gene. The transfected cells were selected with 100 µg ml^−1^ Geneticin selective antibiotic (G418 Sulfate) (Thermo Fisher Scientific, 10131027), single-cell sorted to obtain clonal cell lines and screened for correct biallelic integration. All homozygous insertions and knock-ins were confirmed by Sanger sequencing and western blotting. A list of the oligos and the sequences of the sgRNAs is provided in Supplementary Table 1.

### Generation of mES knockout cell lines

Cells were transfected with eSpCas9(1.1)-T2A-eGFP or eSpCas9(1.1)-T2A-mCherry vectors containing a sgRNA targeting the specific genomic locus, respectively, and cells were single-cell sorted 48 h after transfection. To generate the *Kdm5a/b*-dKO cells in the DPY30–mAID cell line, we first generated the *Kdm5a-*KO in the DPY30–mAID line (*Kdm5a*^−/−^) by Cas9 (sgRNAs are listed in Supplementary Table 1), then we generated the *Kdm5b* knockout in the *Kdm5a*^−/−^ line (at passage three of the *Kdm5a*^−/−^ line). Subsequently, two clones with both *Kdm5a* and *Kdm5b* knockout (referred to as DPY30–mAID *Kdm5a/b*-dKO in this study) were picked up for the downstream analysis. All homozygous insertions and knockouts were confirmed by Sanger sequencing and western blotting. A list of the sgRNAs is provided in Supplementary Table 1. Further characterization of the dKO cell lines showed that they did not have detectable changes in proliferation and expressed normal levels of pluripotent genes; however, as expected, they showed an increase in H3K4me3 levels as compared with the wild-type cells.

### Western blotting

Cells were lysed in RIPA buffer with Halt protease inhibitor (Thermo Fisher Scientific, 78429). Proteins that were separated by SDS–PAGE using acrylamide gels (BioRad gel system) were transferred onto nitrocellulose membranes (LI-COR, 926-31092). The membranes were blocked in 5% skimmed milk (Sigma-Aldrich) in PBS-T (0.1% Tween-20 in PBS) and incubated with the primary antibody of interest (Supplementary Table 2). As secondary antibodies, either IRDye 800CW goat anti-rabbit IgG (925-32211, LI-COR Bioscience, 1:15,000) or IRDye 800CW goat anti-mouse IgG (925-32210, LI-COR Bioscience, 1:15,000) was used. Proteins were imaged using Image Studio Lite (Odyssey CLx imager, Li-COR Biosciences). Immunoblotting source data are provided in Supplementary Fig. 4.

### Flow cytometry

mES cells were dissociated with trypsin/EDTA, resuspended in culture medium, centrifuged and resuspended in PBS. For intracellular flow cytometry, 0.5 ml of cold fixation buffer (BioLegend, 420801) was added and then incubated at room temperature for 10 min. Subsequently, the cells were labelled with the unconjugated rabbit DPY30 antibodies (Bethyl Laboratories, A304-296A) and subsequently with a FITC-conjugated goat anti-rabbit IgG antibody. Flow cytometry was performed using the Beckman Coulter CytoFlex system. The gating strategy is shown for the E14 sample in Supplementary Fig. 5.

### RNA extraction, cDNA synthesis and RT–qPCR analysis

Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, 74134) according to the manufacturer’s protocol. One microgram of total RNA was subjected to reverse transcription using Transcriptor Universal cDNA Master (Sigma-Aldrich, 5893151001). qPCR with reverse transcription (RT–qPCR) reactions were set up in triplicate using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, A25778) and primers (listed in Supplementary Table 1). Relative quantitation was performed to a housekeeping gene using a ΔΔ*C*_t_ method, as indicated in the corresponding figure legends. Statistical analysis was performed using GraphPad Prism v.7 (GraphPad).

### 3′-RNA Quant-seq and SLAM-seq

Cells (1 × 10^6^ per treatment condition) were resuspended in 350 μl of buffer RLT plus, and total RNA was extracted from cell pellets using the RNeasy Plus Mini kit (Qiagen, 74134). For SLAM-seq experiments^24^, cells were incubated with 100 μM 4-thiouridine (4SU; Biosynth, NT06186) for 60 min before RNA isolation. RNA (1 μg) was treated with 10 mM iodoacetamide in a 50 μl reaction volume at 50 °C for 15 min with 50 mM NaH_2_PO_4_ (pH 8.0), and 50% (v/v) DMSO followed by addition of 1 μl of 1 M dithiothreitol (DTT) to stop the reaction. RNA was precipitated at −80 °C for 60 min with 1 μl of GlycoBlue (Thermo Fisher Scientific, AM9515), 5 μl of 3 M sodium acetate (pH 5.2) and 180 μl of ethanol (≥99.0%). RNA was pelleted at 4 °C (12,000*g* for 30 min), washed with 1 ml of 80% ethanol and centrifuged at 4 °C (12,000*g* for 30 min). The RNA pellet was dried at room temperature for 10 min and resuspended in 20 μl of nuclease-free H_2_O. RNA yield and quality were assessed using the 2200 TapeStation (Agilent). Sequencing libraries were prepared using the QuantSeq 3′-mRNA Seq Library Prep Kit FWD for Illumina (Lexogen, SKU: 015.96) from 500 ng or 100 ng of total RNA spiked with ERCC RNA Spike-In Mix 1 (1:1,000, Thermo Fisher Scientific, 4456740). In brief, first-strand (oligo(dT)) cDNA synthesis was followed by RNA removal and second-strand synthesis by random priming. The double-stranded library was bead-purified to remove reaction components before PCR amplification with i7 single-index primers for 10 cycles. Amplified libraries were again bead-purified according to the manufacturer’s protocol, and the concentration was measured by Qubit assay. All of the samples were checked for fragment size distribution on the TapeStation before pooling for 75 bp or 45 bp single-end read sequencing on the Illumina NextSeq 550 platform.

### ChIP–seq

ChIP experiments were performed according to a standard protocol. In brief, ES cells were cross-linked by the addition of 1% formaldehyde (Sigma-Aldrich, 252549-1L) in the dish for 10 min at room temperature before quenching with 0.125 M glycine. The fixed cells were washed with PBS and resuspended in SDS buffer (100 mM NaCl, 50 mM Tris-HCl pH 8.0, 5 mM EDTA, 0.5% SDS, 1× protease inhibitor cocktail from Roche). The resulting nuclei were precipitated, resuspended in the immunoprecipitation buffer at 1 ml per 16 million cells (SDS buffer and Triton dilution buffer (100 mM NaCl, 100 mM Tris-HCl pH 8.0, 5 mM EDTA, 5% Triton X-100) mixed at a 2:1 ratio with the addition of 1× protease inhibitor cocktail from Roche) and processed on the Bioruptor Plus Sonicator (Diagenode) to achieve an average fragment length of 200–300 bp. Chromatin concentrations were estimated using the Nanodrop according to manufacturer’s protocols. The immunoprecipitation reactions were set up in 1 ml of the immunoprecipitation buffer as indicated below and incubated overnight at 4 °C. The next day, BSA-blocked Protein G Dynabeads (Thermo Fisher Scientific, 10004D) were added to the reactions and incubated for 2 h at 4 °C. The beads were then washed three times with low-salt washing buffer (150 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA, 20 mM Tris-HCl pH 8.0) and twice with high-salt washing buffer (500 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA, 20 mM Tris-HCl pH 8.0). The samples were then reverse cross-linked overnight at 65 °C in the elution buffer (1% SDS, 0.1 M NaHCO_3_) and purified using the QIAQuick PCR purification kit (Qiagen, 28506). A list of the antibodies used in this study is provided in Supplementary Table 2. Libraries for ChIP–seq were prepared using the NEBNext Ultra II DNA Library prep kit (NEB, E7645L), and AmpureXP beads (Beckman, A63881) were used for size selection. Libraries were quantified using the Qubit High Sensitivity DNA kit (Agilent, Q32854) and assessed on the TapeStation. Libraries were pooled as required, denatured and loaded onto the Illumina NextSeq 550 system with high-output kits (75 cycles). A list of all of the primers used for ChIP–qPCR is provided in Supplementary Table 1. For spiked-in ChIP–seq, 5% of the cross-linked *Drosophila* chromatin (homemade) with Spike-in Antibody (Active Motif, 61686) was added before the immunoprecipitation step according to the manufacturer’s instructions.

### RNAPII IP followed by MS

To measure the difference between RNAPII interactome in the presence and absence of DPY30, 1 × 10^8^ DPY30–mAID cells were incubated with auxin for 8 h to induce DPY30 degradation (8 h samples), while 1 × 10^8^ DPY30–mAID cells treated with DMSO served as the control (0 h samples). Cells were collected and frozen on dry ice and kept at −80 °C until immunoprecipitation (IP). The cells were thawed at 37 °C for 30 s lysed in 1.6 ml of ice cold 50 mM EPPS pH 7.5, 150 mM NaCl, 1% Triton X-100 with cOmplete, EDTA-free Protease Inhibitor Cocktail (1 tablet per 20 ml of lysis buffer), 1:100 of Sigma-Aldrich phosphatase inhibitor 2 and 3 cocktails and 250 U μl^−1^ of benzonase. Lysates were incubated on ice for 5 min to allow DNA digestion, centrifuged at 20,000*g* for 5 min to remove insoluble material and filtered through the AcroPrep 1.0 μm glass filter plate at 2,000*g* for 1 min. The concentration of protein was then estimated using the bicinchoninic acid assay. For each of the samples (DMSO- and auxin-treated cells) six immunoprecipitation reactions were performed: three with the anti-RNAPII antibody (Abcam, ab817, 8WG16) and three with IgG control (Invitrogen, 02-6102). Each reaction was performed with 1 mg of lysate at 3.3 g l^−1^ lysate concentration and 5 μg of antibody bound to protein G Sepharose (Sigma-Aldrich, 17-0618-02). The incubation was performed at 4 °C with shaking at 1,100 rpm for 1 h. The beads were then transferred to the OF 1100 filter plate (Orochem Technologies) and washed five times with ice-cold 50 mM EPPS pH 7.5, 150 mM NaCl using vacuum manifold. Then, 18 μl of 10 mM EPPS pH 8.5 with 20 ng μl^−1^ trypsin and 1 ng μl^−1^ LysC was added to the beads in each well and digestion was performed for 2 h at 37 °C at 2,000 rpm. The partial digest was then collected into a 96-well PCR plate and left overnight at room temperature to complete digestion. Then, 4 μl of 22 g l^−1^ 11 plex TMTPro tags were added to each sample. The samples were then pulled and 20 μl of the combined sample was set aside, and the rest was fractionated into six fractions using the High pH Reversed-Phase Peptide Fractionation Kit, as suggested by the manufacturer. The fractions were concatenated into four fractions (the first and fifth fractions, the second and sixth and so on were mixed) and evaporated in speed vac (0.5 μl of DMSO was added to each sample to prevent complete evaporation) and resuspended in 20 μl 0.1% TFA. For data acquisition, 4.5 μl of unfractionated sample and every fraction was analysed by using the nanoAcquity 2 μm particle size, 75 mm × 500 mm easyspray column in direct injection mode. The samples were separated using the following gradient at 300 nl min^−1^ of buffer A (0.1% formic acid in water) and buffer B (0.1% formic acid in acetonitrile): 0–7% in 10 min, 7–30% in 92 min, 30–60% in 18 min, the column was then washed with 95% B for 10 min at 400 nl min^−1^. The column was kept at 60 °C. Eluting peptides were analysed on the Orbitrap Fusion Lumos instrument using MS3 SPS with the settings recommended by the instrument manufacturer for TMT11 plex analysis with the following modifications: (1) CID NCE for MS2 was set at 32; (2) HCD NCE for MS3 was set at 45; (3) C series exclusion was disabled as TMTPro reagent was not enabled in C-series exclusion node. The cycle time was set at 3 s and the dynamic exclusion time was set at 15 s.

### APEX2-based RNAPII proximity labelling and affinity enrichment of biotinylated proteins

CRISPR–Cas9 technology was used to target endogenous *Rpb1* at the 5′ end with a cassette encoding a Flag affinity-tag and APEX2 (Flag–APEX2), resulting in RPB1 fused at its N terminus to Flag–APEX2. DPY30–mAID OsTIR1 E14 cells were co-transfected with espCas9 plasmid and a donor plasmid containing the puromycin-resistance selection gene, P2A self-cleavage site and Flag–APEX2 flanked by homology arms corresponding to the respective target genes. The sequences of the guide RNA and homology arms for targeting *Rpb1* are provided in Supplementary Table 1. The APEX2-expressing cells were incubated with 4 mM biotin-phenol reagent (Iris Biotech, LS-3500.1000) for 2 h before the start of the labelling reaction. The cells were washed with PBS (with Ca^++^ and Mg^++^) and the labelling reaction was initiated by adding 1 mM H_2_O_2_ in PBS for 2 min at room temperature. The reaction was terminated by washing the cells three times with a quencher solution containing 10 mM sodium azide, 10 mM sodium ascorbate and 5 mM Trolox in PBS.

### Cell fractionation for SILAC chromatin MS

Chromatin fractions were prepared as described previously^53^ with some modifications. In brief, cells were lysed by swelling and mechanical force in buffer A (10 mM ammonium bicarbonate pH 8.0, 1.5 mM MgCl_2_, 10 mM KCl, 10 mM sodium ascorbate, 5 mM Trolox, 10 mM sodium azide, 1× protease inhibitor cocktail and 0.2% NP40). Nuclei were then collected by centrifugation and chemically lysed in buffer C (20 mM ammonium bicarbonate pH 8.0, 420 mM NaCl_2_, 20% (v/v) glycerol, 2 mM MgCl_2_, 0.2 mM EDTA, 0.1% NP40, 10 mM sodium ascorbate, 5 mM Trolox, 10 mM sodium azide, 1× protease inhibitor cocktail and 0.5 mM DTT). Lysates were centrifuged at 20,800*g* for 45 min at 4 °C. The pellet contains the insoluble chromatin fraction and consists of DNA and proteins tightly bound to chromatin. To solubilize the chromatin pellet, 750 U Benzonase (Sigma-Aldrich) was added, followed by 10 min incubation on ice and 5 min of agitation at room temperature. Clarified lysate was collected and the protein concentration was quantified using Bio-Rad Bradford’s reagent. Approximately 4 mg lysates from SILAC heavy or light cells were mixed 1:1 and incubated with 50 μl Streptavidin magnetic beads (Pierce, 88817) at 4 °C on a rotating wheel overnight. The beads were washed four times with RIPA buffer.

### Sample preparation for SILAC/MS

Eluates from biotin pull-down were transferred to fresh microfuge tubes. NuPAGE sample loading buffer was added to the beads and heated at 90 °C for 5 min. A magnetic rack was used to separate the beads from the proteins. The supernatant was then run on an SDS–PAGE gel (Bis-Tris, 4–12%) enough to get the sample into the gel. Gel sections were excised, washed, reduced with DTT, alkylated with iodoacetamide and digested overnight with trypsin at 37 °C (ref. ^54^). Homemade C18 StageTips were prepared as described previously^55^ and preconditioned with a 50 μl wash of methanol, 50 μl wash of 70% acetonitrile/0.1% trifluoroacetic acid and two 50 μl washes of 0.1% trifluoroacetic acid at 1,000*g*. Peptides were then loaded onto StageTips and washed with 50 μl of 0.1% formic acid and were eluted with 60 μl of 70% acetonitrile/0.1% formic acid. The samples were then vacuum centrifuged using the SpeedVac and reconstituted in 0.1% formic acid for LC–MS/MS and were analysed by microcapillary LC–MS/MS using the nanoAcquity system (Waters) with a 100 μm inner-diameter × 10 cm length C18 column (1.7 μm BEH130, Waters) configured with a 180 μm × 2 cm trap column coupled to a Q-Exactive Plus mass spectrometer (Thermo Fisher Scientific). Peptides were eluted at 300 nl min^−1^ using a 4 h acetonitrile gradient (0.1% formic acid). The Q-Exactive Plus mass spectrometer was operated in automatic, data-dependent MS/MS acquisition mode with one MS full scan (380–1,600 *m*/*z*) at 70,000 mass resolution and up to ten concurrent MS/MS scans for the ten most intense peaks selected from each survey scan. Survey scans were acquired in profile mode and MS/MS scans were acquired in centroid mode at 17,500 resolutions with an isolation window of 1.5 amu and normalized collision energy of 27; AGC was set to 1 × 10^6^ for MS1 and 5 × 10^4^ and 50 ms max IT for MS2; charge exclusion of unassigned, +1 and greater than 6 was enabled with dynamic exclusion of 15 s.

### TT_chem_-seq and DRB/TT_chem_-seq analysis

We performed TT_chem_-seq as previously described^32^. In brief, cells in a 10 cm dish at 80% confluency were treated in biological duplicates at the specified time points. After the specified treatment, we supplemented the treatment medium with 1 mM 4SU and metabolically labelled the cells for 10 min. The cells were lysed in QIAzol (Qiagen, 79306) and total RNA was isolated according to the manufacturer’s instructions before the addition of 100 ng of RNA spike-in mix together with QIAzol. The RNA spike-in was extracted from *Drosophila* S2 cells using 4SU, metabolically labelling the cells for 20 min. The 100 μg RNA (in a total volume of 100 μl) was fragmented by addition of 20 μl of 1 M NaOH and left on ice for 20 min. Fragmentation was stopped by addition of 160 μl of 0.5 M Tris pH 6.8 and cleaned up twice using the Micro Bio-Spin P-30 Gel Columns (BioRad, 7326223) according to the manufacturer’s instructions. Biotinylation of 4SU-residues was performed in a total volume of 250 μl, containing 10 mM Tris-HCl pH 7.4, 1 mM EDTA and 5 mg of MTSEA biotin-XX linker (Biotium, BT90066) for 30 min at room temperature in the dark. RNA was then purified by phenol–chloroform extraction, denatured by 10 min incubation at 65 °C and added to 200 μl μMACS Streptavidin MicroBeads (Milentyl, 130-074-101). RNA was incubated with beads for 15 min at room temperature and beads were applied to a μColumn in the magnetic field of a μMACS magnetic separator. The beads were washed twice with pull-out wash buffer (100 mM Tris-HCl, pH 7.4, 10 mM EDTA, 1 M NaCl and 0.1% Tween-20). Biotinylated RNA was eluted twice by addition of 100 mM DTT and cleaned up using the RNeasy MinElute kit (Qiagen, 74204) using 1,050 μl ethanol (≥99%) per 200 μl reaction after addition of 700 μl of RLT buffer to precipitate RNA of less than 200 nucleotides. A total of 200 ng of the purified 4SU-labelled RNA was then used as input for the TruSeq Stranded Total RNA kit (Illumina, 20020596) for library preparation. The libraries were amplified according to the manufacturer’s instructions with modifications as previously described^32^. The library was amplified with 10 PCR cycles and quality-control checked on the TapeStation (Agilent) using the High Sensitivity DNA kit before pooling and paired-end sequencing on the NextSeq 550 (Illumina) system.

For DRB/TT_chem_-seq, cells were incubated in 100 µM DRB (Sigma-Aldrich, D1916) for 3.5 h. The cells were then washed twice in PBS, and the prewarmed fresh DRB-free medium was added to restart transcription. The RNA was labelled in vivo with 1 mM 4SU for 10 min before the addition of QIAzol, which was used to stop the reaction at the desired time point.

### mNET–seq

We performed mNET–seq with minor modifications to the original protocol^27^. The Flag epitope tag was added to the N terminus of the first RNAPII subunit (RPB1) in DPY30–mAID degron cells (RPB1–APEX2 cells). Cells were seeded the day before the experiment to get 100 million cells per sample the next day. We randomly assigned flasks for each treatment and treated cells with DMSO only or auxin ligand, before extracting the chromatin-bound RNAPII. The cells were first washed with ice-cold DPBS, resuspended in 4 ml of ice-cold HLB + N buffer (10 mM Tris-HCl (pH 7.5), 10 mM NaCl, 2.5 mM MgCl_2_, 0.5% (v/v) NP-40 and 1× proteinase inhibitor) and incubated on ice for 5 min, then cells were scraped to a 15 ml centrifugate tube. The cell suspension was then underlaid with 1 ml of HLB + NS buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 2.5 mM MgCl_2_, 0.5% (v/v) NP-40, 10% (w/v) sucrose and 1× proteinase inhibitor) and centrifuged to pellet the nuclei at 400*g* at 4 °C. The supernatant and membrane debris were then removed, and the nuclei were resuspended in 125 μl of NUN1 lysis buffer (20 mM Tris-HCl pH 8.0, 75 mM NaCl, 0.5 mM EDTA, 50% (v/v) glycerol and 1× proteinase inhibitor) to which we added 1.2 ml NUN2 buffer (20 mM HEPES-KOH pH 7.6, 300 mM NaCl, 0.2 mM EDTA, 7.5 mM MgCl_2_, 1% (v/v) NP-40, 1 M urea and 1× proteinase inhibitor) to precipitate the chromatin, and the sample was incubated on ice for 15 min with occasional vortexing. The lysates were then centrifuged at 16,000*g* for 10 min at 4 °C to pellet the chromatin. The chromatin pellets were then washed with 1× MNase buffer and then digested with 50 U MNase (NEB, M0247S) for 2 min at 37 °C with 1,400 rpm on a thermomixer. The digestion was stopped by adding 5 μl of 500 mM EGTA (to a final concentration of 25 mM; Thermo Fisher Scientific, 50-255-956) and transferred onto ice. The reactions were then centrifuged at 16,000*g* for 5 min at 4 °C and the supernatant was subsequently diluted with 1 ml of NET-2 buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.05% (v/v) NP-40) per fraction and pooled per sample for the N-terminal Flag-RNAPII IP. We added 50 μl of anti-Flag M2 Affinity gel (Sigma-Aldrich, A2220) and incubated in the cold room for 1 h. This was followed by eight washes with NET-2 buffer and one wash with 500 µl of PNKT buffer containing 1× T4 polynucleotide kinase (PNK) buffer (NEB, M0201L) and 0.1% (v/v) Tween-20 (Thermo Fisher Scientific, BP337-100). The beads were incubated in 100 µl of PNK reaction mix containing 1× PNK buffer, 0.1% (v/v) Tween-20, 1 mM ATP and T4 PNK 3′ phosphatase minus (NEB, M0236L) at 37 °C for 10 min. We eluted the RNA by adding 350 μl of buffer RLT plus and 1 ng of fragmented *Drosophila* S2 mRNA spike-in to the extraction buffer. Next, short immunoprecipitated RNA fragments were size-selected (under 200 nucleotides) and purified from the eluates according to the manufacturer’s protocol after the purification of miRNA from animal cells using the RNeasy Plus Mini Kit and the RNeasy MinElute Cleanup Kit (Qiagen, 74204), and eluted in 14 μl of nuclease-free water. We checked 1 μl of the eluted RNA on the TapeStation for the RNA quality and proceeded to NGS library preparation using the NEBNext Multiplex Small RNA Library Prep kit (NEB, NC0477293). Both were performed according to the manufacturer’s protocol with low input material, with 14 PCR cycles for the library amplification step. We cleaned up and concentrated the DNA using the Monarch kit (NEB) and separated the library on a 6% TBE gel and performed size-selection by excising the smear between 147 and 307 nucleotides (according to the Quick-Load pBR322 DNA-MspI Digest ladder (NEB)). These libraries were quality-checked and quantified using the TapeStation. The samples were pooled and sequenced using paired-end sequencing on the NextSeq 550 (Illumina) system.

For promoter-proximal RNAPII half-life experiments determined by mNET–seq, chromatin was isolated from cells that were pretreated with DMSO or auxin and then incubated with 1 µM triptolide for 0, 5, 10, 20 or 40 min in the presence of DMSO/auxin and analysed using mNET–seq. Chromatin was digested with micrococcal nuclease (MNase, scissor) to release RNAPII engaged RNA from insoluble chromatin, and then immunoprecipitated using anti-Flag–RNAPII antibodies.

### IP–MS data analysis

Data were analysed in Proteome Discoverer v.3.1. A database search was performed with the Sequest HT search engine using the Mouse UniProt database containing only reviewed entries and canonical isoforms (retrieved on 10 October 2019). Oxidation (M) was set as a variable modification, while TMT was set as fixed modification. A maximum of two missed cleavages were permitted. The precursor and fragment mass tolerances were 10 ppm and 0.6 Da, respectively. Peptide-spectrum matches (PSMs) were validated by percolator with a 0.01 posterior error probability threshold. Only PSMs with an isolation interference of <25% and at least 5 MS2 fragments matched to the peptide sequence selected for MS3 were considered. The quantification results of PSMs were combined into protein-level quantification using the MSstatsTMT R package^56^. Only proteins with at least three peptides were reported. To identify interactors, we performed differential abundance analysis between the IP samples and their corresponding controls (that is, 0 h IP was compared to 0 h IgG control and 8 h IP was compared to 8 h IgG control). A protein was considered to be an interactor if in one or both comparisons its levels were statistically significantly different (*Q* ≤ 0.05, limma test, with *P* values adjusted by the Storey method) and at least twice higher in IP reactions than in the corresponding IG control (Supplementary Table 3).

### SILAC/MS analyses

All SILAC/MS data were processed using the MaxQuant software (Max Planck Institute of Biochemistry; v.1.5.3.30). The default values were used for the first search tolerance and main search tolerance—20 ppm and 6 ppm, respectively. Labels were set to Arg10 and Lys8. MaxQuant was set up to search the reference mouse proteome database downloaded from UniProt on 9 January 2020. MaxQuant performed the search assuming trypsin digestion with up to two missed cleavages. Peptide, site and protein false-discovery rate (FDR) were all set to 1% with a minimum of one peptide needed for identification but two peptides needed to calculate a protein level ratio. The following modifications were used as variable modifications for identifications and included for protein quantification: oxidation of methionine, acetylation of the protein N terminus, ubiquitination of lysine, phosphorylation of serine, threonine and tyrosine residues, and carbamidomethyl on cystine. Intensity values measured in all replicates were log_2_-transformed (Supplementary Table 4), *P* values were computed using Fisher’s tests and corrected using Benjamini–Hochberg FDR correction. All raw MS data files have been deposited to the ProteomeXchange Consortium (and PXD039176). The Gene Ontology term enrichment analysis was performed using Enrichr online tool (https://maayanlab.cloud/Enrichr/), STRING (https://string-db.org) and clusterProfiler^57^.

### ChIP–seq data analysis

The sequenced reads were demultiplexed using bcl2fastq (v.2.19.0.316), and basic quality control was performed on the resulting FASTQ files using FastQC (v.0.11.8). FASTQ reads were mapped to the GRCm38 (mm10) genome using Bowtie2 (v.2.4.1) using the standard settings. The resulting SAM files were converted to BAM files using the SAMtools (v.1.10) view command, after which the BAM files were sorted and indexed, and potential PCR duplicates were removed using the rmdup function. DeepTools (v.3.3.0) was used to generate occupancy heat maps, and the resulting normalized occupancy matrix was used as input for public R scripts to generate average profile plots and to calculate processivity indices. In brief, the BAM files were converted into BigWig files using the bamCoverage function (bamCoverage -p 8 --normalizeUsing RPGC --effectiveGenomeSize mm10 --centerReads -e --scaleFactor X --blackListFileName mm10.blacklist.bed). For comparison, quantitative ChIP–seq data using spike-in normalization were used, normalization to the *Drosophila* S2 spike-in was performed at this stage according to the manufacturer’s instructions (Active Motif, 61686; https://www.activemotif.com/catalog/1091/chip-normalization). The computeMatrix function was used to quantify the occupancy of reads across the specified intervals, and the plotProfile and plotHeatmap functions were used to plot the data. Reproducibility of replicates is shown in Supplementary Fig. 3.

### Quant-seq/SLAM-seq analysis

Gene and 3′ untranslated region (UTR) annotations were obtained from the UCSC table browser (https://genome.ucsc.edu/cgi-bin/hgTables, mm10 vM14 3′ UTR). Adapters were trimmed from raw reads using cutadapt through the trim_galore wrapper tool with adapter overlaps set to 3 bp for trimming. For Quant-seq, concatenated fastq files were trimmed for adapter sequences, and masked for low-complexity or low-quality sequences using trim_galore, then mapped to the mm10 whole genome using HISAT v.2.2.1 with the default parameters. The number of reads mapped to the 3′ UTR of genes was determined using featureCounts. Raw reads were normalized to CPM. SLAM-seq analysis was performed as previously described^58^ using the SlamDunk package^59^. Trimmed reads were further processed with SlamDunk (v.0.3.4 16). The ‘Slamdunk all’ command was executed with the default parameters except ‘-rl 74 -t 8 fastq.gz -n 100 -m -mv 0.2 -o Slamdunk2’, running the full analysis procedure (slamdunk all) and aligning against the mouse genome (GRCm38), filtering for variants with a variant fraction of 0.2. Unless indicated otherwise, reads were filtered for having ≥2 T>C conversions. The remaining parameters were left as defaults.

Analysis of differential gene expression was restricted to genes with ≥10 reads in at least one condition. Differential gene expression calling was performed on raw read counts with ≥2 T>C conversions using DESeq2 with the default settings, and with size factors estimated on corresponding total mRNA reads for global normalization. Downstream analysis was restricted to genes that passed all internal filters for FDR estimation by DESeq2. Plots of differential gene expression were visualized using the ggplot2 package in R with significant genes (*P* value < 0.05, |log2FC| ≥ 1). Reproducibility of replicates is shown in Supplementary Fig. 3.

### mNET–seq data analysis

Reads were demultiplexed using bcl2fastq, then trimmed for adapter content with cutadapt (-m 10 -e 0.05 --match-read-wildcards -n 1), and mapped with STAR to the GRCm38 (mm10) genome assembly. Further data processing was performed using the R/Bioconductor environment. Coverage tracks for further analysis were restricted to the last nucleotide incorporated by the RNAPII in the aligned mNET–seq reads as described^60^. To calculate the half-life of paused RNAPII for each gene by mNET–seq, RNAPII density was calculated in a 300 bp window downstream of the TSS. RNAPII time-course measurements were fitted into an exponential decay model using the RNAdecay R package (https://bioconductor.org/packages/release/bioc/html/RNAdecay.html). We selected genes fulfilling the current criteria: (1) detectable RNAPII levels (reads per kilobase of transcript, per million mapped reads > 1), (2) highest RNAPII density under the no triptolide (0 min) condition and (3) low variance between replicates (*σ* < 0.05). Genes fitting the above criteria (*n* = 6,338) were used to calculate the RNAPII half-life. Reproducibility of replicates is shown in Supplementary Fig. 3.

### TT_chem_-seq data analysis

Paired-end reads were demultiplexed using bcl2fastq. TT_chem_-seq raw data were processed essentially as described previously^32^. Raw reads were aligned to the mouse mm10 genome assembly using STAR. Mapped reads with a mapping quality score <10 were discarded with SAMtools. All further processing was performed using the R/Bioconductor framework. Antisense bias, sequencing depth and cross-contamination rates were calculated as described previously^32^. Reads were mapped to transcription units, which represent the union of all annotated UCSC RefSeq isoforms per gene. The number of transcribed bases per transcription unit was calculated as the sum of the coverage of evident (sequenced) fragment parts (read pairs only) for all fragments in addition to the sum of the coverage of the inner mate interval if not entirely overlapping a RefSeq annotated intron (UCSC RefSeq GRCm38). Computational analysis DRB/TT_chem_-seq data were processed using a previously published protocol^32^. In brief, reads were aligned to human GRCm38 (mm10). Read depth coverage was normalized to account for differences between samples using a scale factor derived from a spike-in aligned and counted against *Drosophila melanogaster*. Biological replicate alignments were combined for the purpose of visualization and wave-peak analysis to increase read-depth coverage.

A set of non-overlapping protein-coding genes of >60 kb and <300 kb was selected for wave-peak analysis. A meta-gene profile was calculated by taking a trimmed mean of each base-pair coverage in the region around the TSS. This was further smoothened using a spline. Wave peaks were called at the maximum points on the spline, with the stipulation that the peak must advance with time before being subjected to manual review. Elongation rates (kb per min) were calculated by fitting a linear model to the wave-peak positions as a function of time. For elongation-rate analysis, the following criteria were used to filter genes: The 0 min timepoint DMSO control sample was required to show expression of the gene (mean expression of >100 rpm by TT-seq) and was required to have a wave peak called within 10 kb of the pausing peak region to remove artifacts. Genes showing an increase in transcription in the DMSO control sample for the time course were identified by requiring the wave peak in the 0 min sample to be less than the wave peak in the 10 min timepoint wave peak, and the wave peak in the 10 min sample to be less than the wave peak in the 20 min timepoint, and the wave peak in the 20 min sample to be less than the wave peak in the 30 min timepoint. This resulted in the identification of 855 genes, for which elongation rates were calculated for the samples by dividing the wave peak position by the timepoint. Reproducibility of replicates is shown in Supplementary Fig. 3.

### Statistics and reproducibility

The statistical details of the experiments can be found in the figure legends and in the Methods. Western blotting in Figs. 1b,c,f–h, 3a and 5b,c,j was independently performed three times with similar results, and western blotting in Extended Data Figs. 8c,f,g and 9c,e was performed twice as biologically independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-05780-8.

### Supplementary information

Supplementary Information Supplementary Figs. 1–5.

Reporting Summary

Peer Review File

Supplementary Tables 1–4 Supplementary Table 1: primers and oligos used for gene editing, ChIP–qPCR and RT–qPCR analysis in this study. Supplementary Table 2: antibodies used in this study. Supplementary Table 3: MS identification of proteins associated with initiating RNAPII. Supplementary Table 4: APEX2 MS identification of RNAPII neighbourhood interactions

## Data Availability

All related raw sequencing and processed data have been deposited at the Gene Expression Omnibus under accession number GSE181714.

# Supplementary material for: H3K4me3 regulates RNA polymerase II promoter-proximal pause-release
**Source:** Nature. 2023 Mar 1;615(7951):339–48. doi: 10.1038/s41586-023-05780-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Real Time quantitative PR data was collected on QuantStudio 6 Flex Real-time PR System v1.3 (Applied Biosystems). Next-generation sequencing data were collected via Illumina sequencing platforms (NextSeq 550). NextSeq550 control software (2.2.0) were used for high-throughput sequencing data collection.

Data analysis

The following software was used for data analysis: GraphPad Prism (v8.0.1) for general statistical analysis and graphing; FlowJo (v10.7.1) for flow cytometry analysis; Enrichr (v2.1) for gene ontology (GO) enrichment; bcl2fastq (v2.19.0.316), FastQC (v0.11.8), Bowtie2 (v2.4.1), SAMtools (v1.10), DeepTools (v3.3.0), HISAT (v2.2.1), SlamDunk (v0.3.4 16), DESeq2 (v1.34.0), cutadapt (v3.5) and STAR (v2.7.9a) for genomics data analysis; Proteome Discoverer (v3.1), MSstatsTMT (v2.4.0) and MaxQuant (v1.5.3.30) for proteomics data analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All related raw sequencing and related processed data are deposited and available from the Gene Expression Omnibus (GEO) under the accession numbers GSE181714.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No specific statistical measure was taken to decide sample size. Minimum sample sizes were predetermined from power estimates based on pilot experiments. |
| Data exclusions | No data has been excluded from analysis.                                                                                                                  |
| Replication     | All attempts at replication were successful. Figure legends state how many times each experiment was performed.                                           |
| Randomization   | We did not carry out any randomization because this is either irrelevant or not applicable to this study.                                                 |
| Blinding        | Blinding was not done since this study relies on the investigator studying differences in cell lines.                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-FLAG M2 Affinity gel SIGMA #A2220 50µl for each IP<br>anti-mini-AID-tag MBL #M2140-3 1:500 for WB<br>beta-ACTIN Abcam #ab6276 1:10000 for WB<br>BPTF Abcam #ab72036 1:1000 for WB<br>BRD4 Abcam #ab128874 1:1000 for WB; 2µg for ChIP<br>CDK7 Santa Cruz #sc-7344 1:500 for WB<br>CDK9 Santa Cruz #sc-13130 1:500 for WB; 2µg for ChIP<br>CHD1 Santa Cruz #sc-271626 1:500 for WB<br>CHD4 Abcam #ab240640 1:1000 for WB<br>DPY30 Bethyl Laboratories #A304-296A 1:1000 for WB; 2µg for ChIP<br>H3 Abcam #ab1791 1:10000 for WB |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

H3K36me3 Active Motif #61022 1:2000 for WB; 1µg for ChIP  
H3K4me1 Cell Signalling #5326S 1:2000 for WB; 1µg for ChIP  
H3K4me2 Cell Signalling #9725S 1:2000 for WB; 1µg for ChIP  
H3K4me3 Cell Signalling #9751S 1:2000 for WB; 1µg for ChIP  
HA-tag (C29F4) Cell Signaling #3724S 1:1000 for WB; 2µg for ChIP  
HEXIM1 Cell Signaling #12604S 1:1000 for WB; 2µg for ChIP  
INTS11 Atlas Antibodies #HPA029025 1:2000 for WB  
KDM5A Cell Signaling #3876T 1:1000 for WB; 2µg for ChIP  
KDM5B Helin Lab. Home made #Dain78 1:5000 for WB; 2µg for ChIP  
NELFA Santa Cruz #sc-365004 1:500 for WB; 2µg for ChIP  
NELFE Santa Cruz #sc-377052 1:500 for WB  
PAF1 Abcam #ab137519 1:1000 for WB  
Pol II Santa Cruz #sc-899; Abcam #ab817; Cell Signaling #2629S 1:1000 for WB; 2µg for ChIP  
Pol II (phospho S2) Active motif #61984 1:1000 for WB; 2µg for ChIP  
Pol II (phospho S5) Abcam #ab5131 1:1000 for WB; 2µg for ChIP  
RBBP5 Bethyl Laboratories #A300-109A 1:1000 for WB; 2µg for ChIP  
SPIN1 Abcam #ab118784 1:1000 for WB  
SPT16 Santa Cruz #sc-377028 1:500 for WB  
SPT6 Cell Signaling #15616S 1:1000 for WB  
SSRP1 Cell Signaling #13421 1:1000 for WB  
TAF3 Abcam #ab188332; EMD Millipore #07-1802 1:1000 for WB  
INTS11 Atlas Antibodies AB #HPA029025 1:1000 for WB  
TFIID (TBP) Santa Cruz #sc-421 1:500 for WB  
FITC-conjugated goat α-Rabbit IgG antibody Invitrogen #F-2765 1:500 for Flow

## Validation

Antibodies were validated by manufacturers or validated in previous studies. Statements on antibody validation are present on the manufacturer's websites along with relevant references. Additional validation was done by the use of negative control (control IgG) and control cells for Flow Cytometry analysis.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

E14 mESCs: DPY30-mAID:OsTiR1, DPY30-mAID:OsTiR1\_Kdm5dKO, DPY30-mAID:OsTiR1\_H3.3dKO, RBBP5-FKBP, DPY30-mAID:OsTiR1\_RPB1-APEX2, RBBP5-FKBP\_RPB1-APEX2

## Authentication

Cells were not authenticated

## Mycoplasma contamination

Cell lines were tested negative for mycoplasma

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).  
☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

All related raw sequencing and related processed data are deposited and available from the Gene Expression Omnibus (GEO) under the accession numbers GSE181714.

## Files in database submission

GSE181686 mNET-seq on COMPASS-degron cells  
GSE181708 Quant-seq on COMPASS-degron cells  
GSE181712 TT-seq on COMPASS-degron cells  
GSE181892 ChIP-seq on COMPASS-degron cells

Genome browser session  
(e.g. [UCSC](#))

<https://www.ncbi.nlm.nih.gov/geo/download/?acc=GSE181714&format=file>

### Methodology

## Replicates

ChIP-seq was performed as individual replicates of two biologically independent degron systems (Auxin and dTAG) mESCs. Information on reproducibility of the technique and antibody performance as described in the general section on replication of methods. Two replicates for mNET-seq and TT-seq.

## Sequencing depth

The sequencing was performed in a NextSeq550. The sequencing read information are available as part of the GEO submission (GSE181714).

## Antibodies

Target Source/Cat No. Application  
BRD4 Abcam #ab128874 1:1000 for WB; 2µg for ChIP  
CDK9 Santa Cruz #sc-13130 1:500 for WB; 2µg for ChIP

DPY30 Bethyl Laboratories #A304-296A 1:1000 for WB; 2µg for ChIP  
 H3K36me3 Active Motif #61022 1:1000 for WB; 1µg for ChIP  
 H3K4me1 Cell Signalling #5326S 1:1000 for WB; 1µg for ChIP  
 H3K4me2 Cell Signalling #9725S 1:1000 for WB; 1µg for ChIP  
 H3K4me3 Cell Signalling #9751S 1:1000 for WB; 1µg for ChIP  
 HEXIM1 Cell Signaling #12604S 1:1000 for WB; 2µg for ChIP  
 KDM5A Cell Signaling #3876T 1:1000 for WB; 2µg for ChIP  
 KDM5B Helin Lab. Home made #Dain78 1:5000 for WB; 2µg for ChIP  
 NELFA Santa Cruz #sc-365004 1:500 for WB; 2µg for ChIP  
 Pol II Santa Cruz #sc-899; Abcam #ab817; Cell Signaling #2629S 1:1000 for WB; 2µg for ChIP  
 Pol II (phospho S2) Active motif #61984 1:1000 for WB; 2µg for ChIP  
 Pol II (phospho S5) Abcam #ab5131 1:1000 for WB; 2µg for ChIP  
 RBBP5 Bethyl Laboratories #A300-109A 1:1000 for WB; 2µg for ChIP

Peak calling parameters macs2 with Default parameters

Data quality Data quality was assessed using fastqc

Software  
 bcl2fastq (v2.19.0.316)  
 FastQC (v0.11.8)  
 Bowtie2 (v2.4.1)  
 SAMtools (v1.10)  
 DeepTools (v3.3.0)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

mESCs (1 million) were dissociated with Trypsin/EDTA, resuspended in culture medium, spun, and resuspended in PBS. 0.5 mL of cold Fixation Buffer (BioLegend, 420801) was added and then incubated at room temperature for 10 minutes. Subsequently, the cells were labeled with the unconjugated Rabbit DPY30 antibody (Bethyl Laboratories, A304-296A) and subsequently with a FITC-conjugated goat α-Rabbit IgG antibody.

Instrument

Beckman Coulter CytoFlex.

Software

FlowJo (v10.7.1)

Cell population abundance

Over 20,000 cells were counted for each sample

Gating strategy

The cells were gated using forward and side scatter parameters (FSC/SSC) for singlets (FSC-A/SSC-A). FL1-A :: B2-510-GFP-A is linked to DPY30 expression.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

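The SLAM-seq and Quant-seq data were processed by the authors to counts per 3′ UTR interval, and the deposited values are counts. In SLAM-seq, E14 mES cells with a DPY30–mAID or RBBP5–FKBP degron, or DPY30–mAID cells without Kdm5a and Kdm5b, were labelled with 4SU, and the authors aligned 3′-end reads to GRCm38 with SlamDunk, without molecular identifiers. Each interval has a count of all reads, a count of T>C reads, the conversions and the T positions covered, and a count of reads that mapped to more than 1 place. In Quant-seq, the authors deposited raw counts of unlabelled RNA for the same intervals. Fewer than 2 conversions were counted per T>C read on average in every library, so the counts include reads below the 2 conversions for which the paper's methods filter, and that filter was not repeated. There were 58 libraries in all, 36 of SLAM-seq and 22 of Quant-seq. The CPM deposited by the authors in these files, where present, were not used, and CPM given here were computed from the deposited counts.

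Intervals were summed per gene, and gene names and coordinates came from GENCODE vM21, an annotation of the same GRCm38 build. Sample conditions and replicate numbers were taken from the labels and the paper, and the pairing of libraries by replicate number comes from the labels. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with Benjamini-Hochberg adjustment, in one fit per SLAM-seq line and one fit of all RA groups, on genes with a mean of at least 10 reads in at least 1 group. The library sizes for T>C reads were the total reads with TMM factors from total reads. Genes were called at an adjusted p below 0.05 and a log2 fold change below −1 or above 1. DESeq2 1.42.0 was an alternative, as were TMM factors from T>C reads, library sizes without TMM, other filters, fits of 2 groups, the replicate number as a block, unadjusted p and leaving out replicates in turn.

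Library medians and shares of T>C reads were compared with two-sided exact permutation tests. Library medians used a prior count of 0.5 and the principal component analysis a prior count of 2 over 1000 genes. Gene sets were compared with 10000 lists matched in 20 bins of the 0 h T>C count, and a set median was given where at least 80% of the members had a value. Reactome sets came with fgsea 1.28.0. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The edgeR fits of T>C reads in each line, of total reads in DPY30–mAID cells, of Quant-seq reads and of the difference between the dKO and DPY30–mAID cells were tested on simulated data with 200 changed genes. The other fits used the same function and were not simulated on their own.

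The named genes were chosen by a rule written at the start: every gene of a marker list (genes the paper names, pluripotency genes and RA targets), the 5 genes with the highest mean 0 h T>C count among those downregulated in both degron lines at 8 h with every treated replicate under every 0 h replicate in both lines, and the 5 RA-induced genes with the largest log2 fold change at 8 h in DMSO. A few other genes behind small counts were named after their values were seen. The depth of each library is the sum of its counts, and intervals and floors of 3 counts cover counting error only. The 2 DMSO libraries of day 6 were identical and entered as 1, except in the values of T>C reads in unlabelled libraries, which counted both. SLAM-seq of INTS11–FKBP cells, ChIP–seq and other assays were not analysed here. Promoter CpG content was not analysed here.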

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

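The tests on conversions per labelled read, on background T>C reads, on replicate number and depth, on single DPY30–mAID replicates, on the genes with most T>C reads in unlabelled libraries and on the splits for the difference between RBBP5–FKBP and DPY30–mAID cells were chosen only after the result was seen. The tests by T content, on total RNA and on variants, and the other splits, were chosen earlier. The fits with 2 replicates at the dKO depth and with a DPY30–mAID replicate left out had been planned as alternatives, and only their use as tests of an explanation came later. The contrasts between time points and between RBBP5–FKBP and DPY30–mAID cells were also added after seeing the data.

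The change of T>C reads differed between cell lines by edgeR's quasi-likelihood test of the difference. At 8 h of auxin, 21 genes had a smaller fall in the dKO than in DPY30–mAID cells and 1 (Fignl2) had a larger fall. At 24 h, 2 genes (Man2b1 and Furin) had a smaller fall and 164 a larger fall in the dKO. Between RBBP5–FKBP and DPY30–mAID cells, 6 genes had a smaller fall in RBBP5–FKBP cells at 8 h and 0 a larger fall, against 353 and 76 at an unadjusted p, and at 24 h 18 had a smaller and 524 a larger fall. At 2 h neither difference gave a gene (65 and 66 genes in the dKO and 76 and 184 in RBBP5–FKBP cells at an unadjusted p).

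The change also differed between time points within a line. In DPY30–mAID cells 375 genes were lower and 2 higher (Ndrg1 and Bnip3) at 8 h than at 2 h, and 59 were lower and 1017 higher at 24 h than at 8 h. RBBP5–FKBP cells had 22 genes lower and 4 higher (Klf3, Pcmtd1, Ywhag and Alg11) at 8 h than at 2 h, and 44 were lower and 0 higher at 24 h than at 8 h, with 23 of the latter at an unadjusted p. In the dKO 709 were lower and 5 higher at 24 h than at 8 h (Nab1, Ccn2, Rock2, Cyp1a1 and Ptgs2), and 278 were lower and 1 higher (Tfap2c) at 48 h than at 24 h. These genes were named after their values were seen.

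Other splits of the same libraries were tested where each group has 3 libraries. Same-numbered libraries lie in opposite groups in 4 of the 10 splits of 6 libraries, the real split included, so the smallest share of splits is 1 of 4 and no split test can pass. For T>C reads in DPY30–mAID cells at 8 h and 24 h and in RBBP5–FKBP cells at 2 h, 8 h and 24 h, 1 of the 4 splits, the real one, gave as many genes. At 2 h in DPY30–mAID cells, where the real split gave 0 genes (69 and 61 at an unadjusted p), 4 of the 4 splits gave as many. The difference between RBBP5–FKBP and DPY30–mAID cells was met by 4 of 4 splits at 2 h, and by 1 of 4 at 8 h and at 24 h. For total reads, 1 of 4 splits gave as many genes at 8 h and 24 h in both lines, and 4 of 4 at 2 h, where the real split gave 0 (62 lower and 96 higher in DPY30–mAID, 160 lower and 118 higher in RBBP5–FKBP cells at an unadjusted p). With so few splits this test could not exclude a grouping by chance whatever its outcome, and where the real split gave 0 genes it says nothing. Over all 10 splits, the 9 other than the real one gave 0 genes in every comparison except RBBP5–FKBP cells at 8 h, with at most 167 for total reads and 2 for T>C reads. The real splits gave 925 genes for T>C reads in DPY30–mAID cells at 8 h, 1097 in RBBP5–FKBP cells at 24 h and 1302 for total reads in DPY30–mAID cells at 24 h. The smallest share that 10 splits allow is 1 of 10.

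If a labelled read is counted only when at least 1 conversion is read, fewer conversions per labelled read could lower the share of T>C reads without fewer labelled reads. The number of conversions per T>C read was used to estimate the share of labelled reads that is detected, and from it the share of labelled reads relative to 0 h, after removal of the T>C share in unlabelled libraries. The same share per read was removed in every line, without regard to the T positions per read, so this removal is rough. In DPY30–mAID cells at 8 h the labelled share was 0.779 of its 0 h value, where the T>C share was 0.597 of it, so by this estimate fewer conversions account for part of the fall and not for the rest. In the dKO at 48 h it was 0.793, where the T>C share was 0.443, and without the background removal 0.963. In RBBP5–FKBP cells at 24 h it was 0.994 where the T>C share was 0.536, and 1.06 without the background removal. By this rough estimate fewer conversions per labelled read could be the source of the whole fall, but the value moves with the background removed. At the earlier times the estimate in RBBP5–FKBP cells was 1.09 at 2 h (two-sided exact permutation test, p = 0.2) and 1.02 at 8 h (p = 0.8 by the same exact test), where the T>C share was 0.798 and 0.726 of its 0 h value. In DPY30–mAID cells at 2 h it was 1.03 (two-sided exact permutation test, p = 0.1), where the T>C share was 0.928. By this estimate labelled reads were not lower at these 3 times. In the dKO it was 0.957 at 2 h, 0.909 at 4 h and 0.962 at 8 h. If fewer conversions were the source, genes with fewer T positions per read should fall more. Of 3 equal groups of genes by T positions per read, the lowest against the highest changed by 0.0761 on the log2 scale in DPY30–mAID cells at 8 h (SD 0.09, −0.04 predicted), −0.0557 in RBBP5–FKBP cells at 24 h (SD 0.05, −0.05 predicted) and −0.0419 in the dKO at 48 h (SD 0.08, −0.05 predicted), so this test could not separate the explanations. After subtraction of the background share, the T>C shares were 0.588, 0.519 and 0.401 of their 0 h values in the same order. Subtraction of a constant always lowers such a ratio, so this was no test, and whether the background changed with treatment was not tested in labelled cells. In unlabelled DPY30–mAID cells under RA, the T>C share was 0.329% with auxin and 0.331% with DMSO at 8 h. It was 0.356% with both on day 1, and higher with auxin on days 2, 4 and 6. In the unlabelled libraries a median of 0.960 conversions was counted per T>C read, so some T>C reads had no counted conversion and the estimates are rough. Whether a lower conversion number itself follows from the treatment was not tested, and no biological explanation is put forward for these falls.

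For the larger fall in DPY30–mAID than in dKO cells at 8 h, DPY30–mAID cells with 2 replicates at the dKO depth gave between 18 and 1174 downregulated genes, against 42 in the dKO. The count may therefore depend on which replicates are used. These pairs had a median log2 fold change of −0.40, −0.81 and −1.03, a larger fall in each than the −0.19 in the dKO. Without thinning, the same pairs gave 435, 14 and 1081 downregulated genes in the same order, against 915 with all 3 replicates. The effect of the replicate number cannot be told apart from that of the replicates chosen. No single DPY30–mAID replicate accounted for the direction, since with each left out at least 4 genes had a smaller fall in the dKO and more genes had a smaller than a larger fall. The estimated labelled share was 0.962 of its 0 h value in the dKO, above the 0.779 in DPY30–mAID cells. By this estimate alone, which is rough, fewer conversions do not account for the direction. The lines also differ in the number of T positions per read and may differ in sequencing batch, which is not given. The paper's methods name 2 read lengths without assigning them to libraries, so read length may differ between the lines too. At 0 h, 33.3% and 34.3% of the dKO reads mapped to more than 1 place, against 22.8% to 23.3% in DPY30–mAID cells. None of these can be told apart from the genotype.

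The smaller fall in DPY30–mAID cells at 24 h than in the other lines may come from fewer conversions per labelled read in those lines. The estimated labelled share at 24 h was 0.840 of its 0 h value in DPY30–mAID cells, below the 0.960 in the dKO and the 0.994 in RBBP5–FKBP cells, so the order of the lines on that measure is opposite to the order of the T>C reads. For the difference between RBBP5–FKBP and DPY30–mAID cells at 8 h, the median over genes was 0.32 on the log2 scale. It was 0.65, 0.44 and 0.03 without DPY30–mAID replicates 1, 2 and 3. Without replicate 3, 1 gene had a smaller and 1 a larger fall in RBBP5–FKBP cells (159 and 166 at an unadjusted p), so this direction may rest on that replicate. Apart from these fits and the splits, no technical explanation was tested for this difference. None was tested for the contrasts between time points, and no biological one for either.

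All reads of the SLAM-seq libraries, which the paper used for scaling, also changed. By edgeR's quasi-likelihood test at the same thresholds, 410 genes changed in DPY30–mAID cells at 8 h and 1302 at 24 h, 418 and 338 in RBBP5–FKBP cells, and 1 (C330018D20Rik, named after its value was seen), 171 and 278 in the dKO at 8 h, 24 h and 48 h. With the replicate block 184 genes were lower and 223 higher at 8 h and 683 and 586 at 24 h in DPY30–mAID cells, 183 lower and 183 higher at 8 h and 161 lower and 145 higher at 24 h in RBBP5–FKBP cells, and 1 and 1, 78 and 113, and 94 and 201 in the dKO, and same-numbered libraries had correlations of deviations of 0.00174, −0.00783 and 0.0446. For DPY30–mAID cells at 24 h, 1267 genes were called with every library thinned to the smallest, so a difference in depth does not account for the changes. Reads shared between genes do not either, since 15.2% of the genes without multimapping reads were called against 13.2% of all tested genes. The 10 genes with most reads changed their share by −0.372 percentage points, so they do not account for the changes. No biological explanation was tested, and none is put forward.

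T>C reads were also found in the Quant-seq libraries, which were not labelled with 4SU, at a median of 0.344% of reads (0.303% to 0.388% over 22 libraries). Both of the identical DMSO libraries of day 6 were counted in these values and in the pooled reads. Variants against the reference would place most of them in few genes. Of the T>C reads, 20.9% lay in genes with over 5 times the median share, among 4008 genes with at least 2000 pooled reads, and 5.14% lay in the 10 genes with most, so neither variants nor a few genes account for most of them. Sequencing errors were not tested, and the design gives no biological explanation.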

How the results depend on the processing

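The alternatives were set before the data were examined, except the contrast of RBBP5–FKBP with DPY30–mAID cells, DESeq2 with unadjusted p, background subtraction and, for the gene sets, the median of the set and the list with unadjusted p, which were chosen after seeing the data. Over the summary values, alternatives other than leaving out a replicate left 237 values within the set limits, which are 1.5 times for a count of genes and 1 SD between replicates for other values. Some of these changed sign within the limits. The median difference of the RA-induced genes was −0.01 on day 1 and 0.01 on day 2. It was 0.002 and −0.035 over genes with a mean count of at least 50. A further 121 values moved beyond these limits, 2 reversed beyond them and 1 no longer passed its test. Of the values with a replicate left out, 92 stayed within the limits and 74 moved. For upregulated genes and named genes, 301 values stayed within the limits, 49 moved, 2 reversed, 5 passed the threshold only in the alternative and 2 no longer passed it, and with a replicate left out 34 stayed, 10 moved and 4 no longer passed. Each value given here lies outside the limits or gives the end of a range, and the cause was not tested.

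With an unadjusted p in place of the adjusted p, downregulated genes numbered 69 in DPY30–mAID cells at 2 h, 1452 in DPY30–mAID cells at 8 h, 642 in DPY30–mAID cells at 24 h, 260 in RBBP5–FKBP cells at 2 h, 599 in RBBP5–FKBP cells at 8 h, 105 in dKO cells at 2 h, 218 in dKO cells at 4 h and 208 in dKO cells at 8 h. DESeq2 with an unadjusted p gave, as downregulated genes, 38 in dKO cells at 2 h, 102 in dKO cells at 4 h and 122 in dKO cells at 8 h.

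DESeq2 with size factors from total reads gave as counts of downregulated genes 278 in DPY30–mAID cells at 24 h, 53 in RBBP5–FKBP cells at 2 h, 1 in dKO cells at 4 h, 17 in dKO cells at 8 h and 1039 in dKO cells at 24 h. In the difference between dKO and DPY30–mAID cells it gave 165 genes with a smaller fall and 0 with a larger fall in the dKO at 8 h, with 56 of the latter at an unadjusted p, and 459 with a larger fall at 24 h. Between RBBP5–FKBP and DPY30–mAID cells it gave 10 genes with a smaller fall in RBBP5–FKBP cells at 8 h and 35 at 24 h. In total reads DESeq2 changed the number of changed genes to 1 in DPY30–mAID cells at 2 h, 8 in RBBP5–FKBP cells at 2 h and 0, 97 and 159 in the dKO at 8 h, 24 h and 48 h.

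With library sizes and TMM factors from the T>C reads themselves, which removes a change shared by all genes, the genes downregulated numbered 139 in DPY30–mAID cells at 8 h, 314 in DPY30–mAID cells at 24 h, 0 in RBBP5–FKBP cells at 2 h, 41 in RBBP5–FKBP cells at 8 h, 96 in RBBP5–FKBP cells at 24 h, 3 in dKO cells at 4 h, 16 in dKO cells at 8 h, 131 in dKO cells at 24 h and 170 in dKO cells at 48 h, with 126 for RBBP5–FKBP cells at 2 h at an unadjusted p. The share of upregulated genes among the calls rose with this scaling from 1.08% to 29.1% in DPY30–mAID cells at 8 h and from 22.7% to 44.9% at 24 h. It rose in RBBP5–FKBP cells from 2.20% to 14.6% at 8 h and from 0.820% to 14.3% at 24 h, and in the dKO from 2.33% to 15.8% at 8 h, from 0.424% to 25.1% at 24 h and from 0.182% to 31.7% at 48 h. Between the dKO and DPY30–mAID cells, 1 gene had a smaller fall in the dKO at 2 h, 47 had a smaller and 8 a larger fall at 8 h, and 35 a smaller and 54 a larger fall at 24 h. Between RBBP5–FKBP and DPY30–mAID cells, 2 genes had a larger fall in RBBP5–FKBP cells at 8 h, and 47 a smaller and 163 a larger fall at 24 h. The lines shared 15 downregulated genes at 8 h and 15 at 24 h.

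With total library sizes without TMM, 609 genes were downregulated in DPY30–mAID cells at 8 h, and the median log2 fold change was −0.0396 in DPY30–mAID cells at 2 h and −0.74 in the dKO at 24 h. Fits with only the 2 groups compared gave as counts of downregulated genes 5 in DPY30–mAID cells at 2 h, 253 in DPY30–mAID cells at 8 h, 390 in DPY30–mAID cells at 24 h, 22 in RBBP5–FKBP cells at 2 h, 5 in dKO cells at 4 h and 14 in dKO cells at 8 h. With at least 10 T>C reads required in every library, a filter that removes genes that fell, the genes downregulated numbered 34 in RBBP5–FKBP cells at 2 h, 627 in RBBP5–FKBP cells at 24 h, 639 in dKO cells at 24 h and 1787 in dKO cells at 48 h. Without a filter, 27 genes were downregulated in dKO cells at 8 h.

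Over genes with a mean of at least 50 T>C reads, the median log2 fold change was −0.15 in DPY30–mAID cells at 2 h, −0.44, −0.71 and −1.11 in RBBP5–FKBP cells at 2 h, 8 h and 24 h, and −0.29 and −0.24 in the dKO at 4 h and 8 h. Among these genes 81 had a smaller and 0 a larger fall in the dKO than in DPY30–mAID cells at 8 h, with 7 of the latter at an unadjusted p, and 361 had a larger fall at 24 h. A smaller fall in RBBP5–FKBP than in DPY30–mAID cells was found for 2 genes at 8 h and 5 at 24 h. The correlation between the lines was 0.179 at 2 h, 0.350 at 8 h and 0.283 at 24 h.

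Conversions divided by the T positions covered, in place of the share of T>C reads, were 0.902 and 1.04 of their 0 h value in DPY30–mAID cells at 2 h and 24 h, 0.753 and 0.483 in RBBP5–FKBP cells at the same times, and 0.572 in the dKO at 24 h. After subtraction of the share in unlabelled libraries, the share in the dKO at 24 h was 0.586 of its 0 h value.

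The replicate block moved the genes changed in total reads in the dKO to 7 at 2 h and 2 at 8 h. With a replicate block within each cell line, 33 genes at 8 h and 1 at 24 h had a smaller fall in the dKO than in DPY30–mAID cells, and 2 at 8 h in RBBP5–FKBP cells.

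Across the 3 fits that each left out 1 replicate number, the downregulated genes ranged from 14 to 1081 in DPY30–mAID cells at 8 h and from 0 to 228 at 24 h, where the lowest count stood beside 465 at an unadjusted p. They ranged in RBBP5–FKBP cells from 0 to 1 at 2 h, with 275 at an unadjusted p beside the lowest count, from 88 to 145 at 8 h and from 563 to 923 at 24 h. Genes changed in total reads ranged from 0 to 5 and from 235 to 323 in DPY30–mAID cells at 2 h and 8 h, and from 213 to 220 and from 147 to 247 in RBBP5–FKBP cells at 8 h and 24 h. The median log2 fold change ranged from −0.12 to −0.0480 in DPY30–mAID cells at 2 h. The T>C share relative to 0 h ranged from 0.514 to 0.568 in RBBP5–FKBP cells at 24 h. Downregulated genes shared by the lines ranged from 7 to 97 at 8 h and from 0 to 80 at 24 h, and the correlation of the lines from 0.0446 to 0.0507 at 2 h, from 0.170 to 0.234 at 8 h and from 0.126 to 0.129 at 24 h.

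In the dKO, which has 2 replicates, only medians and shares were computed with 1 left out. The median log2 fold change ranged from −0.37 to −0.14 at 4 h, from −0.25 to −0.12 at 8 h and from −0.91 to −0.65 at 24 h, and the T>C share relative to 0 h from 0.785 to 0.900, from 0.840 to 0.909 and from 0.566 to 0.668. DPY30–mAID cells with 2 replicates at the dKO depth gave 18 and 437 downregulated genes at 8 h for replicates 1 and 3 and replicates 1 and 2, and at 24 h 0 (with 445 at an unadjusted p) for replicates 1 and 3 and 31 for replicates 2 and 3.

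Across the 3 fits that each left out 1 DPY30–mAID replicate, genes with a smaller fall in the dKO ranged from 4 to 438 at 8 h and from 0 to 23 at 24 h, where the lowest count stood beside 92 at an unadjusted p, and genes with a larger fall from 1 to 11 at 8 h and from 7 to 781 at 24 h. Genes with a smaller fall in RBBP5–FKBP cells ranged from 0 to 9 at 8 h and from 3 to 10 at 24 h, and genes with a larger fall from 0 to 1 at 8 h and from 142 to 516 at 24 h, where the lowest counts at 8 h stood beside 307 with a smaller and 34 with a larger fall at an unadjusted p.

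In the RA time course DESeq2 gave 217 repressed genes in DMSO at 8 h. Between auxin and DMSO it gave 1 higher gene at 8 h, 52 higher and 64 lower genes on day 1, 121 higher and 150 lower on day 2 and 235 higher and 198 lower on day 4. Total library size without TMM gave 5 higher and 10 lower genes at 8 h and 770 higher and 208 lower on day 4. With only the 2 groups compared, 15 higher and 32 lower genes were called at 8 h, and without a low-count filter 6 higher and 26 lower. Total library size moved the share of higher genes among the calls from 10.5% to 33.3% at 8 h, from 57.0% to 68.5% on day 2 and from 60.5% to 78.7% on day 4, and DESeq2 moved it to 44.6% on day 2. Against 0 h the share moved with total library size from 63.8% to 73.8% in DMSO on day 4, and with auxin from 67.1% to 77.4% on day 2, from 63.4% to 82.4% on day 4 and from 60.7% to 80.3% on day 6. Gadd45g, whose log2 difference between auxin and DMSO at 8 h was −0.01, reversed to 0.0102 with only 2 groups in the fit and to 0.0817 with total library size.

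Against the mean of both 0 h libraries the correlation of the RA responses was 0.799 at 8 h, 0.863 on day 1, 0.880 on day 2, 0.893 on day 4 and 0.872 on day 6, and the median difference of the RA-induced genes on day 4 was 0.0923. Over genes with a mean count of at least 50 the correlation was 0.697 at 8 h, 0.840 on day 1, 0.868 on day 2, 0.892 on day 4 and 0.882 on day 6, and the median difference was −0.22 at 8 h, −0.00314 on day 4, a reversed sign, and 0.10 on day 6. With the RA-induced genes chosen from the auxin libraries it reversed to 0.22 at 8 h and was 0.10 on day 4. With the 0 h libraries swapped between the treatments, the correlation was 0.765 on day 1 and 0.801 on day 2. Leaving out 1 treated replicate of each group in turn, it ranged from 0.477 to 0.502 at 8 h, from 0.707 to 0.714 on day 1, from 0.754 to 0.763 on day 2, from 0.806 to 0.815 on day 4 and from 0.772 to 0.824 on day 6, and the median difference at 8 h ranged from −0.24 to −0.22. With all genes past the filter in the principal component analysis, component 1 held 50.9% of the variance. The median of ribosome biogenesis factors against all tested genes at 2 h in DPY30–mAID cells, 0.0882, no longer passed its test without matching.

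In simulated counts 60.0% of 200 changed genes were called in DPY30–mAID and 56.0% in RBBP5–FKBP cells, and 17.0% of 200 genes with a changed difference between the dKO and DPY30–mAID cells. The comparison of promoter CpG content was not run, and no replicate was left out for counts of genes in groups of 2 libraries, where 1 library per group would remain.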

Differences from the paper's values

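The paper's methods test reads with at least 2 T>C conversions, whereas the T>C counts here include reads with fewer. The counts and medians below are therefore unlike measures, and whether this accounts for the gaps was not tested. The paper reports 379 downregulated genes in DPY30–mAID cells at 2 h of auxin, and here 0 genes passed the adjusted threshold, against 69 at an unadjusted p. None of the alternatives set before the data were examined closed the gap. For 24 h the paper shows about 2400 downregulated genes in Fig. 2f, read by eye, and 174 were found here, and again none of the alternatives set before the data were examined reached it.

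In dKO cells the paper reports 41 downregulated genes at 2 h and 186 at 8 h, and about 150 at 4 h in Fig. 2f, read by eye. Here the counts were 0, 42 and 12, with 105, 208 and 218 at an unadjusted p. With an unadjusted p, an alternative set before the data were examined, the counts at 4 h and 8 h fell within 1.5 times the paper's, and the count at 2 h did not. No other such alternative closed these gaps. DESeq2 with an unadjusted p, which was chosen after seeing the values, gave 38 genes at 2 h and 102 at 4 h, within 1.5 times the paper's, and 122 at 8 h, which is not.

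The median log2 fold change in DPY30–mAID cells was about −0.3 at 2 h and about −1.1 at 24 h in the paper's Fig. 2e, read by eye, and −0.0789 and −0.14 here. It was, in RBBP5–FKBP cells, about −1.2 at 8 h and about −1.8 at 24 h in the paper's figure, read by eye, and −0.50 and −0.91 here. No alternative set before the data were examined closed these 4 gaps, and none repeated the paper's filter for at least 2 conversions. In dKO cells the paper's figure shows about −0.2 at 4 h and about −0.7 at 24 h, read by eye, against −0.26 and −0.80 here. The 4 h gap was closed by none of these alternatives, and at 24 h total library size without TMM (−0.74) and leaving out replicate 2 (−0.65) closed it.

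The paper states that the number of downregulated genes and the size of the decrease grew with time in both degron systems. Here the count in DPY30–mAID cells was 915 at 8 h and 174 at 24 h, and the median log2 fold change was −0.71 at 8 h and −0.14 at 24 h, so the 24 h values lie under the 8 h values in size. The 8 h libraries ranged from 5.51% to 13.0% T>C reads. Their time labels were kept as given, and an exchange of libraries was not tested. The direction of the count depends on the processing, since alternatives set before the data were examined gave 139 genes at 8 h and 314 at 24 h with TMM on T>C reads, and 253 and 390 with 2 groups in the fit. With 2 groups in the fit the median was also smaller in size at 24 h than at 8 h (−0.14 against −0.76). With TMM on T>C reads the medians were −0.0865 at 8 h and −0.0211 at 24 h. That scaling removes a change shared by all genes, so these 2 medians cannot compare the times.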

Other observations

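The tests of which libraries chose the RA-induced genes and of depth in the RA marker genes were chosen only after the result was seen, although the choice of genes from the auxin libraries had been planned as an alternative.

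The median of the 396 genes induced by RA at 8 h in DMSO was lower with auxin (median log2 difference −0.27), and the choice of the genes from the DMSO libraries may have made this difference. When the genes were chosen from the auxin libraries the median difference was 0.22, with the opposite sign, as a choice of genes by their highest values would give. The lower induction therefore cannot be told apart from that choice, and no biological explanation is put forward.

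In all reads at 0 h, 1149 genes were lower and 1719 higher in dKO than in DPY30–mAID cells, of 11483 tested by edgeR's quasi-likelihood test (1190 and 1670 with total library size). The 2 lines differed in depth and in T positions per read, and no sequencing batch is given. The paper names 2 read lengths without assigning them to libraries. The line, the read length and a possible batch therefore cannot be told apart. Among pluripotency genes, the log2 fold change was −1.22 for Esrrb (standard error 0.10, adjusted p = 1.16e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.50 for Nanog, −0.28 for Sox2, 0.45 for Pou5f1, 0.21 for Klf4 and 0.52 for Zfp42. Of the reads on Pou5f1 and Zfp42, 99.0% and 87.2% mapped to more than 1 place, so their values are uncertain. The value of Klf4 did not pass the adjusted threshold (adjusted p = 0.114 from the same edgeR test), and that of Zfp42 passed with edgeR (adjusted p = 0.0121) but not with DESeq2 (adjusted p = 0.0716). Dpy30 was lower in the dKO by −1.23 on the log2 scale.

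Of 8 RA marker genes, 6 had more CPM in every dKO library than in every DPY30–mAID library. If the lower depth of the DPY30–mAID libraries were the source, the values in the dKO would lie under the smallest value that depth can show, 1.49 CPM (3 counts). Of the 6, 3 were above that floor in every dKO library, so depth does not account for them. Stra8 had 47.8 to 85.0 CPM in the dKO and at most 6.50 in DPY30–mAID cells. The line and a possible batch again cannot be told apart, so no explanation is put forward.

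Marker genes were counted here at an adjusted p below 0.05, without the log2 fold change threshold. Of the 13 tested in SLAM-seq, 8 had fallen in DPY30–mAID cells at 8 h and 2 at 24 h with the adjustment over all genes. With the adjustment over the list these counts were 11 and 4. The counts in RBBP5–FKBP cells were 1 and 7 at 8 h and 24 h with either adjustment, and 0 and 3 at 2 h over all genes and over the list. In the dKO they were 9 at 24 h and 10 at 48 h with either adjustment. At 2 h, 4 h and 8 h in the dKO no marker gene passed over all genes, and 2 passed over the list at 4 h and at 8 h. Between auxin and DMSO at 8 h of RA, 2 of 21 marker genes were lower with auxin over all genes and 5 over the list.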
